# A Genome-wide View of Transcriptome Dynamics During Early Spike Development in Bread Wheat

**DOI:** 10.1038/s41598-018-33718-y

**Published:** 2018-10-18

**Authors:** Yongpeng Li, Xing Fu, Meicheng Zhao, Wei Zhang, Bo Li, Diaoguo An, Junming Li, Aimin Zhang, Renyi Liu, Xigang Liu

## Abstract

Wheat spike development is a coordinated process of cell proliferation and differentiation with distinctive phases and architecture changes. However, the dynamic alteration of gene expression in this process remains enigmatic. Here, we characterized and dissected bread wheat spike into six developmental stages, and used genome-wide gene expression profiling, to investigate the underlying regulatory mechanisms. High gene expression correlations between any two given stages indicated that wheat early spike development is controlled by a small subset of genes. Throughout, auxin signaling increased, while cytokinin signaling decreased. Besides, many genes associated with stress responses highly expressed during the double ridge stage. Among the differentially expressed genes (DEGs), were identified 375 transcription factor (TF) genes, of which some homologs in rice or *Arabidopsis* are proposed to function in meristem maintenance, flowering time, meristem initiation or transition, floral organ development or response to stress. Gene expression profiling demonstrated that these genes had either similar or distinct expression pattern in wheat. Several genes regulating spike development were expressed in the early spike, of which *Earliness per se 3* (*Eps-3*) was found might function in the initiation of spikelet meristem. Our study helps uncover important genes associated with apical meristem morphology and development in wheat.

## Introduction

Several cereal crops are important staple foods that feed populations worldwide and are therefore critical for global food security^1^. Wheat (*Triticum aestivum*) is one of the most important staple crops and provides about 20% of the calories to the human population. Crop yield is a multifactorial trait and is mainly determined by grain number (GN) and mean grain weight. Final GN results from the development of the spike, which includes spikelet and floret^2^. Although the combined use of functional genomics, bioinformatics and genetic resources has led to the identification of numerous key regulators in spike development in rice and maize, the underlying regulatory mechanisms have yet to be fully characterized^3–5^. Fewer advances have been made towards understanding spike development in wheat due to its polyploidy, large genome size (17 Gb) and low transformation efficiency.

Plant meristems are responsible for the generation of all plant tissues and organs. In the model eudicot *Arabidopsis*, indeterminate inflorescence meristems (IMs) generate floral meristems (FMs), which subsequently produce all the floral organ primordia and eventually result in a simple raceme-type inflorescence. In contrast, monocot crops, such as rice, maize and wheat, develop panicle-type inflorescences, in which the main IMs terminate or abort after generating a series of branch meristems (BMs) that give rise to secondary branch meristems (SBMs) or spikelet meristems (SMs), followed by the initiation of FMs^5^. Spike development comprises a set of sequential developmental events featured by transitions from the early IMs to BMs, then to SBMs/SMs and the final FMs. Numerous genes contributing to this process have conserved functions between eudicots and monocots^5–7^. The spikelet is the basal unit of crop inflorescences and is composed of leaf-like bracts known as glumes and one to several florets therein. While some genera, such as *Oryza*, *Sorghum* and *Setaria*, have long, branched inflorescences, wheat and barley develop compact inflorescences without secondary branches and with the spikelets attached to the main axis. The morphological diversity of inflorescences suggests that different genes or homologous genes with divergent functions may be involved in the spike development of different crop species. Based on developmental anatomy and morphology, early spike development in wheat can be separated into six distinct phases: the vegetative, elongation, single ridge, double ridge, glume differentiation and floret differentiation stages^8^. In *Arabidopsis* and rice, inflorescence development is a cascade of developmental events controlled by many genes with distinct spatio-temporal expression patterns and phytohormones such as auxin and cytokinin^5,9^. In contrast, the key regulators and genetic networks involved in wheat early spike development are still largely unknown.

Bread wheat is an allohexaploid (2n = 6× = 42, AABBDD) formed by the hybridization of allotetraploid *Triticum turgidum* (2n = 4× = 28, AABB) and the diploid wild goat grass *Aegilops tauschii* (2n = 2× = 14, DD), followed by chromosome doubling, resulting in a large genome size (17 Gb, 40 times the size of the rice genome) and a large proportion of repetitive DNA (>80%)^10–12^. As a consequence, hexaploid wheat has three distinct but closely related subgenomes (A, B and D), which contain homoeologous genes that usually have over 95% sequence identity and are distributed in a collinear manner^13^. The large genome size and the high sequence conservation among homoeologous genes have hampered functional genomic studies in bread wheat. Recently the reference sequences of natural hexaploid wheat (Chinese Spring) and the A and D donor genomes have been generated^10,14,15^. These genomic resources not only permit comparative and evolutionary analyses with closely related species such as rice and *Brachypodium*^16^, but also make it much easier to dissect the molecular mechanisms underlying important developmental processes in wheat.

Early studies of high throughput gene expression profiling in wheat relied on DNA microarray technologies with probes corresponding to unigenes from the publicly available expressed sequence tag (EST) resources^17,18^. This method was relatively low throughput and high cost and also suffered from deviation in the quantitative analysis^19^. The next-generation sequencing (NGS) technology overcomes some of the shortcomings of microarrays and has become the method of choice for transcriptome profiling in recent years. Although NGS has been used more widely in other plant species such as *Arabidopsis* and rice, its application for transcriptome analysis in wheat is still limited. Nevertheless, several studies have used NGS to investigate the mRNA and small RNA transcriptomes, gene expression additivity, and single nucleotide polymorphisms (SNPs) in natural hexaploid wheat and other wheat varieties^20–22^. Here, we performed transcriptome profiling of stage-specific spikes from bread wheat, followed by comprehensive analysis, to uncover the dynamic alteration of gene expression. By providing a broad view of dynamic genome-wide gene expression in early wheat spike development, our results help uncover important genes associated with apical meristem morphology and development in wheat.

## Results

### Stage-specific wheat spikes for RNA-seq analysis

Wheat cultivar Kenong 9204 (KN9204) was used in this study because it is a winter wheat with normal grain numbers compared to other bread wheat varieties and is widely used in the wheat research community. The genetic map of KN9204 and several genetic populations derived from KN9204 are well characterized, making it ideal for genetic analysis^23–25^. To minimize the impact of various environmental factors, such as light and temperature variation and salt or drought stress, on wheat spike development, we cultivated wheat in growth rooms after 40 days of cold treatment at 4 °C after seed germination, as previously described^26^. Stage-specific wheat spikes were dissected under a stereomicroscope based on anatomic and morphological features according to established procedures (Fig. 1)^8^. At the vegetative stage (denoted KNI in Fig. 1) that lasted about two weeks, the short and hemispherical growing point, corresponding to a meristem with a low length-to-width ratio, was responsible for the generation of leaf primordia (Fig. 1A). Then, the growing point elongated in preparation for spike development in a phase known as the elongation stage (KNII) (Fig. 1B) when the fifth leaf has just come out 1 week after KNI stage. Then, the single ridge stage (KNIII) lasted 4–7 days, when the seedlings showed five leaves and the bracteal initials instead of leaf primordia were produced, indicating the transition from vegetative stage to reproductive stage (Fig. 1C). The double ridge stage (KNIV) was considered the initial reproductive stage that lasted only 3–5 days when seedlings showed five leaves and one heart or six leaves morphologically. While the lower ridge (Fig. 1D; indicated by the white arrow) of the pair would eventually degenerate, the upper ridge (Fig. 1D; indicated by the red arrow), corresponding to the spikelet meristem, would elongate and initiate spikelet development. The glume primordium differentiation stage (KNV) was relatively shorter than the other stages (2–3 days after KNIV stage), but marked the transition from the spikelet meristem to the floral meristem (Fig. 1E). At the floret differentiation stage (KNVI) when seedlings have 6–7 leaves, floral meristems were produced and several floret primodia were generated for each spikelet (Fig. 1F). It was worth noting that we collected the tissues before floral organogenesis and, therefore, the samples consisted of specifically meristematic cells from SAMs, IMs, SM and FMs as well as a few differentiated cells that have little impact on the consequent data analysis.

**Figure 1:**
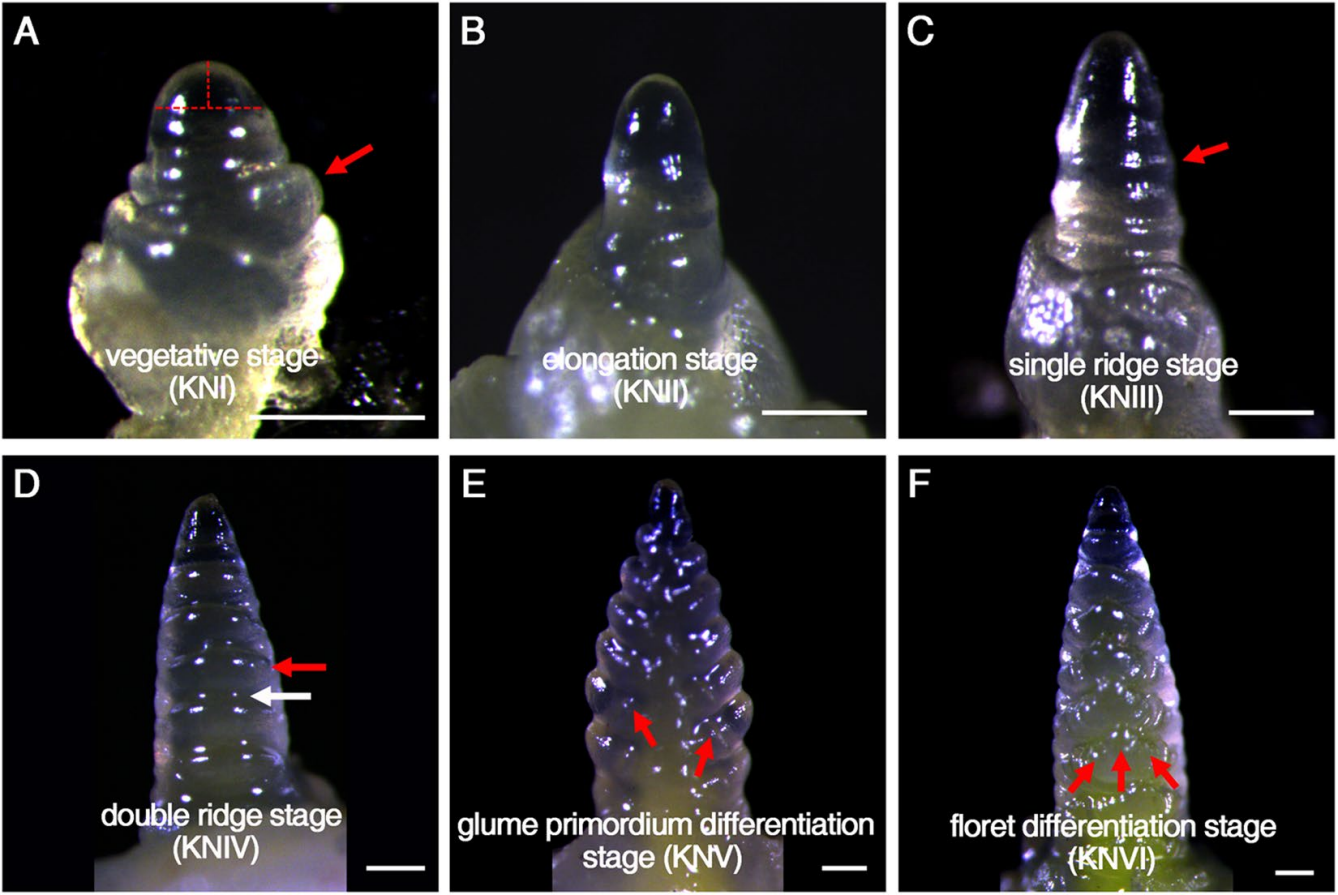
The bread wheat spikes in six developmental stages that were used for gene expression analyses. All samples shown are from Kenong9204 (KN9204). (**A**) Vegetative stage (KNI). Leaf primordial is indicated by a red arrow. Length and width of meristem are marked by dot lines. (**B**) Elongation stage. (**C**) Single ridge stage. Bracteal primordial is indicated by a red arrow. (**D**) Double ridge stage. Bracteal primordial (lower ridge) is indicated by a white arrow. Spikelet meristem (upper ridge) is indicated by a red arrow. (**E**,**F**) glume primordium differentiation stage (**E**) and floret differentiation stage (**F**). Floral meristems are indicated by red arrows. Bar: 200 µm.

### Global analysis of gene expression in wheat spike development

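RNA was sequenced from young spikes of Kenong9204 (KN9204), a winter wheat cultivar, at the vegetative (KNI), elongation (KNII), single ridge (KNIII), double ridge (KNIV), glume primordium differentiation (KNV) and floret differentiation (KNVI) stages. Germinated seeds were kept at 4 °C for 40 days, and the seedlings were then grown with 16 h of light and 8 h of dark per day, at 22 °C according to the paper's methods and at 25 °C according to the sample labels. Each RNA sample was pooled from about 200 spikes for KNI to KNIII and from about 100 spikes for KNIV to KNVI. The labels list 12 samples, 2 biological replicates at each of the 6 stages, of which 11 were analysed here: both replicates of KNI to KNV and replicate 2 of KNVI. KNVI replicate 1 was not analysed here, so values for KNVI rest on a single library and have no replicate error. For each library the authors deposited the number of reads counted on each gene, without normalization, and the gene IDs begin with Traes and differ from those of the paper's supplementary tables. The total count per library ranged from 20812108 to 33511872 in replicate 1 (median 28792139) and from 42876573 to 48450360 in replicate 2 (median 46846608), so that the replicate number also separates the libraries by depth. The paper also reports, in Supplementary Dataset S1, 14900037 to 31082465 aligned read pairs for these libraries, and the values given here use the deposited counts. Counts were scaled to CPM, the usual unit that sets a count relative to the size of its library, with the library sizes adjusted by edgeR's TMM method, and a gene absent from a library's list was given a count of 0 there. The files hold no gene lengths, so CPM takes the place of FPKM, and CPM can be compared between libraries for a gene but is not corrected for length between genes. At these depths, 3 counts correspond to 0.0625 to 0.140 CPM, below which expression could not be told from absence, and this floor covers counting error only.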

To obtain the global gene expression patterns during wheat spike development, we collected samples with two biological replicates at six developmental stages and performed RNA-seq using paired-end libraries with ~200 bp inserts (PE125) and obtained approximately 30 million read pairs for each sample. We followed our well-established bioinformatics workflow for the data analysis (Supplementary Fig. S1). The latest bread wheat genome (TGACv1) sequence and annotation data were downloaded from Ensembl Plants database and used as the reference for the data analysis. The RNA-seq read pair mappings were classified into six alignment scenarios as previously described^27^ with slight modifications (Supplementary Fig. S2). Over 80% of the mapped reads could be aligned uniquely to a specific subgenome, and around 17% could be mapped to two or all three subgenomes (Supplementary Fig. S2 and Dataset S1). 

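Over the 11 libraries analysed here, the paper's reported share of aligned read pairs that passed its filter for unique alignment was 82.0% to 85.6%. With a pair of the table's group 3 counted as 2 reads and a pair of its group 1 as 1 read, the total of the deposited counts came to 0.944 to 0.986 of the accepted reads of each library. As the lists use other gene IDs than the paper, this ratio does not show that they hold the same alignments. Group 1 made up 20.0% to 23.7% of the pairs in groups 1 and 3 of the paper's table in the replicate 1 libraries and 12.2% to 13.0% in the replicate 2 libraries, so the replicates also differ in this share.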

The TGACv1 genome assembly contains 114,428 annotated genes. From our RNA-seq data, we obtained 8,159 assembled transcripts with intact open reading frames corresponding to 3,181 unannotated genes. These putative genes had similar length distribution as that of annotated wheat genes and thus may be real functional genes that have not been annotated (Supplementary Fig. S3, Supplementary Dataset S2 and S3). Therefore, we incorporated these unannotated genes to the total gene set for downstream expression analyses. Wheat genes are distributed equally among the A, B and D subgenomes (A: 35,769 genes, 32.6%; B: 38,535 genes, 35.1%; D: 35,421 genes, 32.3%) (Fig. 2A). 

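The deposited count lists name 73105 genes in at least 1 library and 55855 genes in all 11. By the chromosome named in the gene ID, 23785 of them (32.5%) lie on the A subgenome, 24910 (34.1%) on the B subgenome and 24410 (33.4%) on the D subgenome. These IDs are not those of the TGACv1 genes that the paper counts, so the totals are not directly comparable with its gene numbers. For 444 genes the count was 0 in every library, listed as such or filled in where the gene was absent. Among the 17250 genes absent from at least 1 list, the median of the highest count in any library was 4, and 205 had more than 100 counts in another library.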

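A gene was taken as expressed when its mean CPM over the libraries of a stage was at least 1 in at least 1 of the 6 stages, which held for 47969 genes. The threshold moved this number most: at a mean CPM of at least 2 it was 42249. With each library of KNI to KNV left out in turn, the number stayed between 47736 and 48525, and 46778 genes reached 1 CPM in every library of at least 1 stage.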

After quantifying gene expression levels, 42,173 genes were identified as expressed genes during wheat early spike development. These genes were distributed equally on the three subgenomes (A: 13,920 genes, 33%; B: 14,001 genes, 33.2%; D: 14,252 genes, 33.8%) (Fig. 2A, Supplementary Fig. S4), consistent with the distribution of total annotated genes.

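Of the genes with a mean of at least 1 CPM in a stage, 15934 (33.2%) lay on the A subgenome, 15970 (33.3%) on the B subgenome and 16065 (33.5%) on the D subgenome. Set against the genes listed for each subgenome, this was 67.0% of the A genes, 64.1% of the B genes and 65.8% of the D genes. At the higher threshold the subgenomes held 14033 (A), 14023 (B) and 14193 (D) genes, so the order of the A and B subgenomes depended on the threshold.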

**Figure 2:**
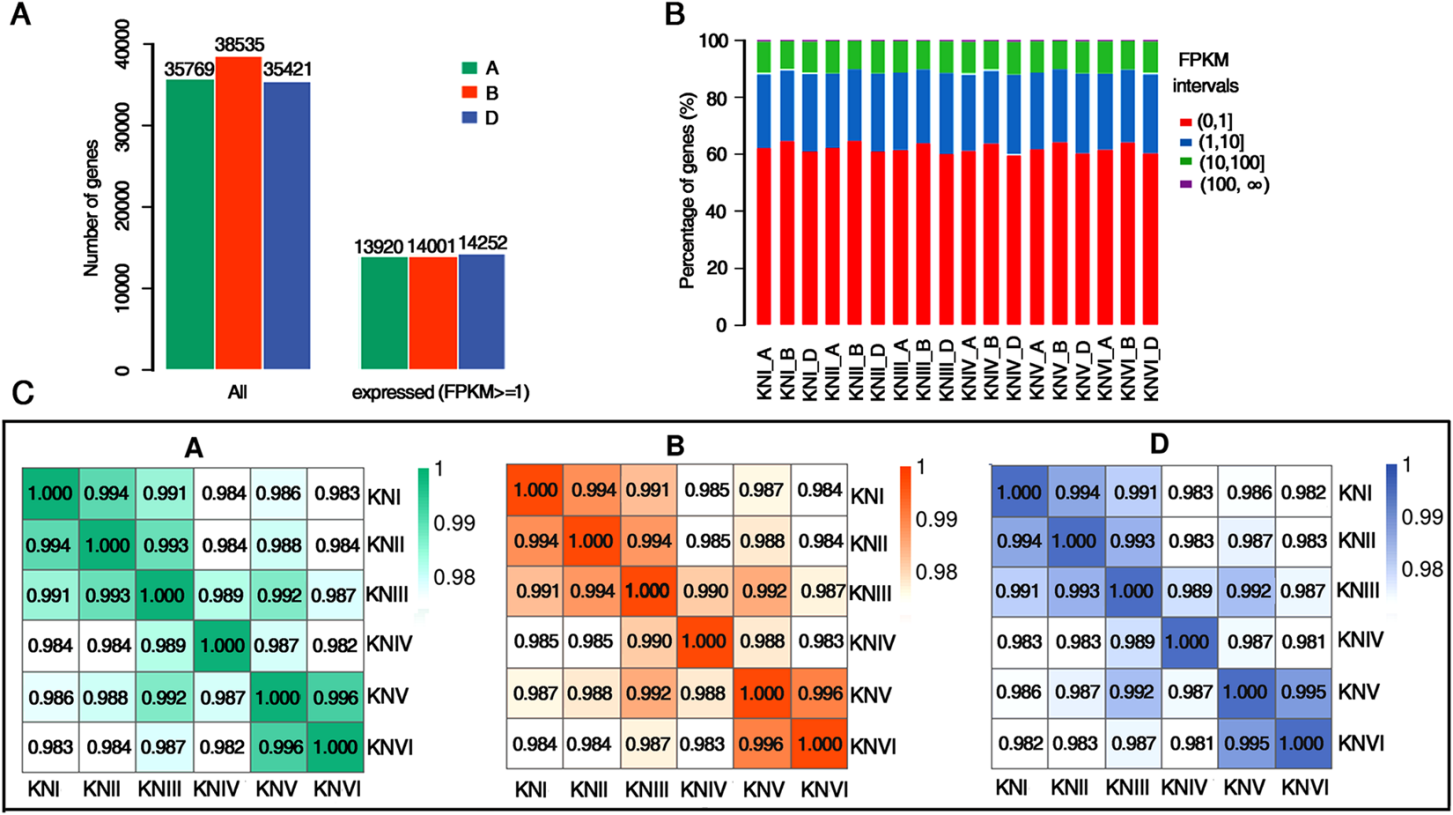
Overview of the wheat spike gene expression profiles at six developmental stages. (**A**) Total number of annotated genes in the A, B and D subgenomes (left) and number of genes that were expressed in at least one developmental stage (right, FPKM ≥ 1). (**B**) The proportion of genes with the indicated expression strength at each developmental stage. The strength of expression is divided into four categories according to the normalized expression level (fragments per kilobase of exon model per million mapped reads, FPKM). (**C**) The Pearson correlation coefficients (PCCs) of gene expression (FPKM) between stages. The PCCs of expressed genes from the A, B and D subgenomes were calculated separately.

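The median CPM of the expressed genes ranged from 7.65 in KNII replicate 1 to 7.96 in KNIII replicate 2 over the 11 libraries, and the number of genes with at least 1 CPM in a single library from 44012 to 45559. By subgenome, the median lay between 7.79 and 8.09 CPM for the A genes, between 7.31 and 7.59 CPM for the B genes and between 7.82 and 8.19 CPM for the D genes. It was lowest for the B genes in each of the 11 libraries.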

We normalized gene expression levels as fragments per kilobase of transcript per million mapped reads (FPKM)^28^ and found that gene expression levels were generally comparable at the different developmental stages and among subgenomes. However, there was a slightly higher proportion of lowly expressed genes (FPKM < 1) on the B subgenome compared to the A and D subgenomes, suggesting that gene expression was repressed on the B subgenome (Fig. 2B). 

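The percent of listed genes below 1 CPM in a library averaged 37.2% ± 0.748 (SD, n = 11 libraries over all stages) on the A subgenome, 40.2% ± 0.669 on the B subgenome and 38.2% ± 0.657 on the D subgenome. Within a library, the B subgenome exceeded the A subgenome by 2.75 to 3.14 percentage points and the D subgenome by 1.76 to 2.23 percentage points, in 11 of 11 libraries, replicate 1 and replicate 2 libraries alike. Below 0.5 CPM the means were 31.1% (A), 34.0% (B) and 32.2% (D), with the B subgenome again above the other two in each library.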

In each subgenome, the gene expression levels at any two given developmental stages were highly correlated, with the average correlation coefficient (*r*) above 0.98 (Fig. 2C). 

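Pearson's r between the mean CPM of any 2 stages, across the expressed genes of a subgenome, averaged 0.982 for the A, 0.979 for the B and 0.982 for the D subgenome over the 15 stage combinations. It lay above 0.98 for 10, 8 and 10 of them, respectively. On the A subgenome r ranged from 0.969 between KNII and KNIV to 0.993 between KNV and KNVI, on the B subgenome from 0.963 to 0.990 and on the D subgenome from 0.972 to 0.992, each between the same stages. These are correlations across genes, which are not independent replicates, so no p-value was computed. For comparison, r between the replicates of KNIV was 0.912 (A), 0.897 (B) and 0.916 (D), lower than the r of any other stage's replicates, which was 0.935 to 0.972. Replicates are single libraries, and averaging 2 libraries can by itself raise the r between stages. The mean r moved most when KNIV replicate 1 was left out, to 0.967 (A), 0.962 (B) and 0.968 (D).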

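Between KNI and KNVI, the stages farthest apart, r across the expressed genes was 0.976 on the A, 0.969 on the B and 0.975 on the D subgenome. Between the replicates of KNI, r across the same genes was 0.963 (A), 0.955 (B) and 0.961 (D). That r compares single libraries, whereas the KNI value set against KNVI is a mean of 2, so these values are not directly comparable. With single libraries, KNVI replicate 2 correlated with KNI replicate 2 at 0.970 (A), 0.967 (B) and 0.972 (D), above the r between the KNI replicates, and with KNI replicate 1 at 0.964 (A), 0.949 (B) and 0.959 (D), below it for the B and D subgenomes. Libraries with the same replicate number deviated together, which may raise the former values.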

For instance, a high correlation was observed even between the expression profiles of the vegetative stage and the floret differentiation stage, despite their distinct anatomical and morphological characteristics.

### Dynamic expression of differentially expressed genes in wheat early spike development

To investigate the expression patterns of genes in early spike development, we identified 4,143 genes as differentially expressed genes (DEGs) in the six tested developmental stages (Supplementary Fig. S5A; Dataset S4) using edgeR (FDR < 0.05 and fold change >2 in normalized expression values)^29^. 

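Differential expression was tested on the 58680 genes that passed edgeR's filter on low counts, with 1 coefficient per stage over the 11 libraries and the spread estimated over all stages together. Genes with an adjusted p-value under 0.05 and a fold change above 2 between any 2 of the stages KNI to KNV, 10 stage pairs in all, numbered 281 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number added as a block the number was 2407, the largest shift among the alternatives set before the data were examined. Libraries with the same replicate number deviated together: the log2 ratios of replicate 2 to replicate 1 of the 4 stages other than KNIV correlated across genes with a mean r of 0.751 between stages, and those of KNIV with the others with a mean r of 0.538. DESeq2's Wald test gave 1803 genes and edgeR's exact test 2091. With each library of KNI to KNV left out in turn, the number ranged from 86 without KNIII replicate 1 to 1096 without KNIV replicate 1, where a stage left with 1 library adds no new calls in its 4 stage pairs.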

Among the identified DEGs, 1,272, 1,313 and 1,380 genes (3.0%, 3.1% and 3.3% of expressed genes) came from the A, B and D genomes, respectively, with no indication of subgenome preference (Supplementary Fig. S5B). 

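The DEGs of the 10 stage pairs comprised 102 genes of the A, 100 of the B and 79 of the D subgenome, or 0.528%, 0.507% and 0.403% of the genes tested on each. The A genes Traes_3AS_497018B54, Traes_3AS_497018B541, Traes_3AS_497018B542 and Traes_3AS_497018B543 had the same log2 fold changes and adjusted p in each stage pair. They may be 1 signal counted several times, so the small lead of A over B cannot be relied on. In the fit with the replicate block, the DEGs comprised 754 (3.90%) A, 866 (4.39%) B and 787 (4.01%) D genes, so the order of the subgenomes differed between the fits. Leaving out 1 library at a time gave 31 to 355 A, 30 to 392 B and 25 to 349 D genes.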

Hierarchical clustering of the DEGs revealed three groups of genes based on their expression trends from early to late developmental stages (Fig. 3A). 

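Each of the DEGs was assigned to the stage in which its mean CPM was highest. This was KNI for 70 genes, KNII for 28, KNV for 52 and KNVI for 96, where KNVI is a single library. In the replicate 1 libraries alone, which end at KNV, the highest value fell in KNI for 72 of the genes and in KNV for 140, and in the replicate 2 libraries alone it fell in KNI for 71, in KNV for 56 and in KNVI for 86.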

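Between KNI and KNV, 241 genes were differentially expressed. The mean CPM fell at each step from KNI through KNII, KNIII and KNIV to KNV in 40 of them, and rose at each step in 77. For each of the 241 genes, the CPM of both KNI libraries lay on the same side of both KNV libraries, without overlap. The same libraries selected these genes, so this is no independent check. The median size of the log2 change was 2.67 for the genes that decreased and 2.57 for the genes that increased.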

While Group I genes had gradually decreased expression, Group II genes exhibited increased expression from early to late stages. These dynamic gene expression patterns are similar to those observed in rice panicle development^30^. In contrast, genes in Group III were predominantly expressed in the middle two stages (KNIII and KNIV), indicating that these genes may regulate the maintenance or phase transition of these stages. 

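Among the DEGs, the mean CPM was highest in KNIII for 9 genes and in KNIV for 26 (9.25%). Of the 281 DEGs, 241 were called between KNI and KNV, and 0 between KNIV and either KNIII or KNV. The selection thus favours genes that differ between KNI and KNV over genes high only in the middle stages. This share therefore cannot test how large the paper's group of middle-stage genes is. With 1 of the KNIV libraries left out, the number highest in KNIV was 33 without replicate 1 and 21 without replicate 2. Both replicates taken separately placed the maximum in KNIV for 13 of the 26 genes. In the longer list of DEGs from the fit with the replicate block, 734 genes (30.5%) were highest in KNIV, the largest group, and 693 of these had a higher CPM in KNIV replicate 2 than in replicate 1, by more than 2-fold in 427. Without KNIV replicate 2, 269 genes of that list were highest in KNIV, and without KNIV replicate 1, 921 were. Over KNI to KNV within a replicate number, 550 were highest in KNIV in replicate 1 and 960 in replicate 2.

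**Figure D1:**
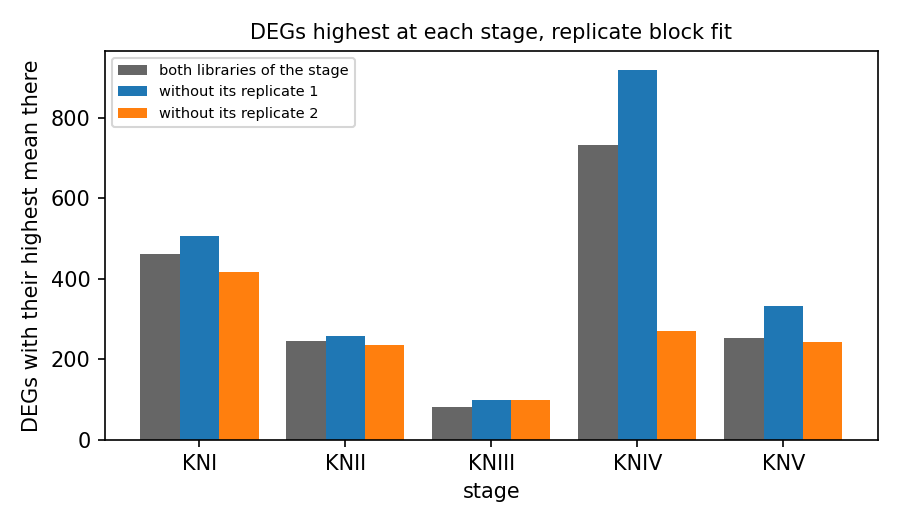
Number of DEGs from the fit with the replicate block whose mean CPM is highest at each stage from KNI to KNV (vertical axis, genes), with both libraries of that stage (grey), without its replicate 1 (blue) and without its replicate 2 (orange). The bars of KNIV stand at 734, 921 and 269 genes, while those of the other stages differ by a ratio of at most 1.37 between the blue and the orange bar.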

Additionally, the heatmaps show that many Group I and Group II genes exhibited a change in the direction of expression between KNIII and KNIV (Fig. 3A). This expression pattern is consistent with the view that the single and double ridge stages are the key stages for the transition from the vegetative stage to the reproductive stage in wheat early spike development^31^.

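From KNI to KNIII and from KNIII to KNIV the mean CPM moved in opposite directions in 54 of the DEGs. Taken within the replicate 1 libraries this held for 46 of them and within the replicate 2 libraries for 80. From KNIII to KNIV and from KNIV to KNV the direction differed in 80, 72 and 133 genes, respectively, for all libraries, replicate 1 and replicate 2. In the 2407 genes of the list from the fit with the replicate block, the former comparison gave 742, 860 and 915 genes in the same order. The latter gave 1456, 1037 and 1737 genes. These counts take any difference in sign, without a threshold on size or a test. The compared steps also share a stage mean, so noise alone can make their directions differ. The counts therefore do not show by themselves that these genes turned.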

**Figure 3:**
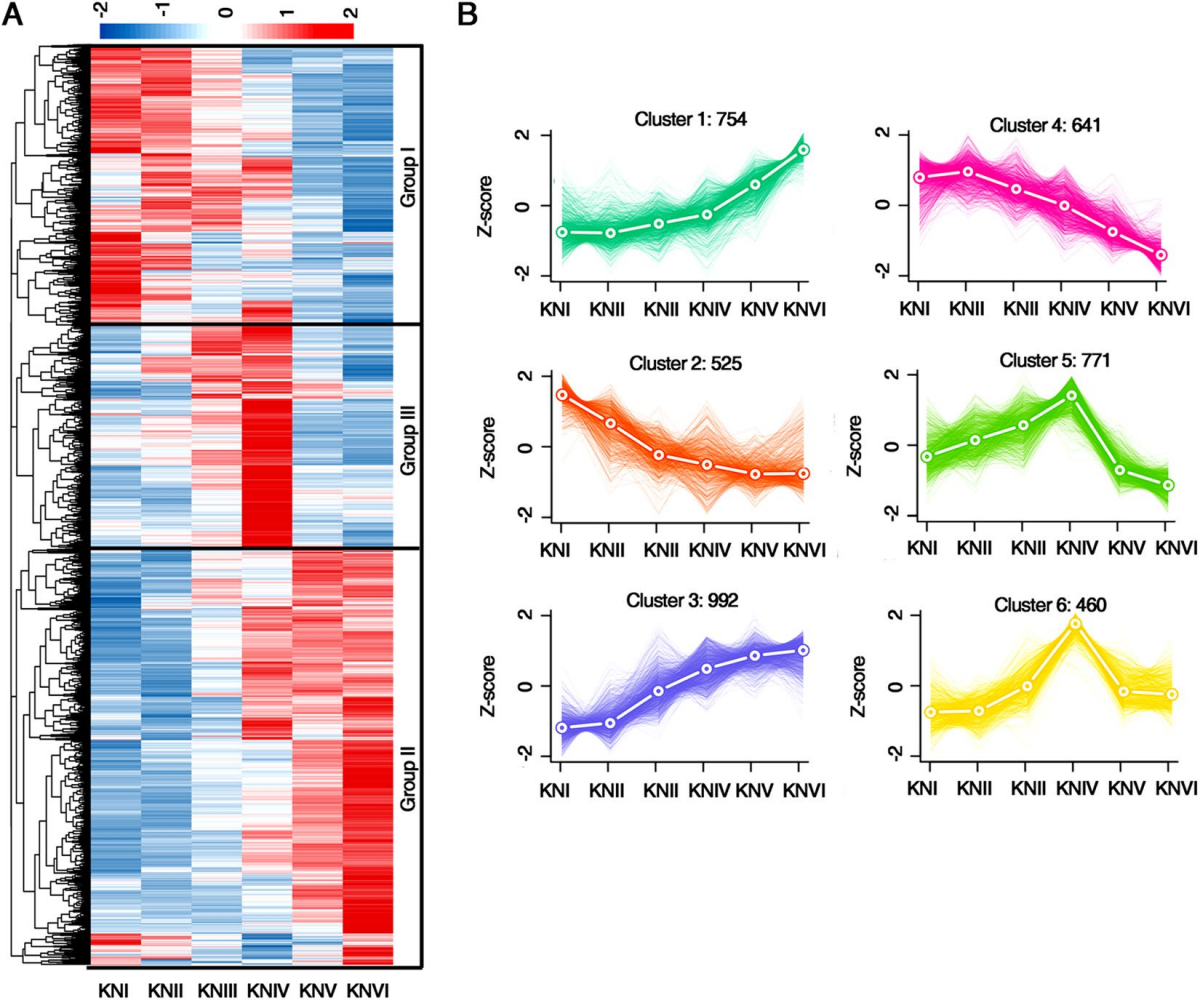
Differentially expressed genes (DEGs) in early wheat spike development. (**A**) Heatmap showing the expression levels of DEGs at six development stages. (**B**) Expression trends of genes in six clusters during the six development stages. Thin lines represent the expression levels of individual genes. Thick dotted lines represent the average expression level of genes in the cluster. The number of genes in each cluster is indicated.

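The stage means of the DEGs were converted to z-scores over the 6 stages and divided by k-means into 6 clusters, with the best of 50 random starts. The number of genes in clusters whose average was highest in KNIV was 17, and it became 0 when log2(CPM + 1) replaced CPM and 71 without KNIV replicate 1, so the cluster boundaries around this stage were not stable.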

To explore the possible functions of the DEGs in spike development, k-means clustering analysis was used to further divide the DEGs into six clusters with clear and distinct expression profiles (Supplementary Fig. S5C and Dataset S4). 

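By k-means, 75 DEGs fell in a cluster whose average was highest in KNVI, with a z-score of 1.77 there and 0.710 in KNV. A cluster of 43 genes had its highest average in KNI, with a z-score of 1.98 against 0.303 in KNII. The cluster highest in KNIV had average z-scores of 0.733 in KNIII, 0.900 in KNIV and 0.699 in KNV, so its maximum exceeded the neighbouring stages by little. With the DEGs of the fit with the replicate block, clusters of 501 and 202 genes were highest in KNIV, and without KNIV replicate 2 a single cluster of 190 genes was.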

Cluster 1, cluster 2 and clusters 5 and 6 contained genes dominantly expressed in stages KNVI, KNI and KNIV, respectively. 

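A k-means cluster of 49 DEGs had similar average z-scores in KNI (1.29) and KNII (1.23) and was near the mean in KNIII (-0.034). Another, of 11 genes, was above the mean in KNII (0.765), KNIII (1.03) and KNIV (0.872) and lowest in KNVI (-1.21). The cluster with the most genes, 86, rose from -0.237 in KNIII to 0.634 in KNIV and 1.11 in KNV, and stood at 0.903 in KNVI.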

Genes in cluster 4 were highly expressed during the first three stages, and cluster 3 contained genes with gradually increased expression during the last three stages (Fig. 3B; Supplementary Fig. S5C). GO analysis was conducted to survey the enrichment of biological process terms in early spike development using topGO for each gene cluster^32^. Overall, genes associated with “intracellular metabolism”; “gene expression regulation and transcription”; and epigenetic mechanisms, such as “histone modification”, “DNA methylation” and “gene silencing by RNA”, were highly enriched (Supplementary Fig. S5D). This analysis indicates that coordinated multilayer biological processes control wheat early spike development, with epigenetic regulation possibly playing a considerable role. Notably, there was significant enrichment for the GO term “regulation of transcription, DNA template” in clusters 3, 4 and 5, indicating a high representation of transcription factor (TF) genes among the DEGs in early spike development (Supplementary Fig. S5D). Interestingly, the GO terms such as “L-phenylalanine catabolic process”, “cellular glucose homeostasis”, “proline catabolic process”, “response to nutrient”, “membrane fusion” as well as “ion transport process” were exclusively enriched in clusters 5 and 6 (Supplementary Fig. S5D). Genes encoding phenylalanine ammonia-lyase (PAL) respond to cold stress^33^ or drought and heat shock^34^. PAL is also a key enzyme in the synthesis of anthocyanin, which plays an important role in chilling and freezing tolerance^33^. Proline and soluble sugars including glucose also have significant roles in freezing tolerance^35,36]^. Additionally, proline has long been considered to participate in the response to osmosis stress and salt stress^37,38^. Overall, numerous genes associated with stress responses and the transport of water, nutrients and ions were highly expressed during the double ridge stage.

Recently, a transcriptome analysis of wheat spike from double ridge stage to tetrads stage was performed^39^. To obtain more information about gene expression change during wheat spike development, we made a combined analysis using our data and theirs. Double ridge stage (KNIV in our study, and DR in theirs) and floret differentiation stage (KNVI in our study, and FM in theirs) were overlapped in the two studies. We calculated DEGs between the two stages (KNIV vs. KNVI and DR vs. FM), respectively. 1464 and 1102 DEGs existed in our and their research, respectively, and 247 overlapped DEGs were found, among which, 220 had the same direction of changes (Supplementary Fig. S6A). 

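For KNVI against KNIV, with a single KNVI library and the spread taken from the other stages, 0 genes passed both thresholds by edgeR's quasi-likelihood test, and 3252 genes had an unadjusted p under 0.05. A change of more than 2-fold in either direction was estimated for 6516 genes. The fit with the replicate block called 426 genes, DESeq2's Wald test 420 and edgeR's exact test 270. With no second KNVI library, none of these counts has a replicate check within KNVI.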

The lower proportion of overlapped DEGs might be due to the significant difference of ecotype (winter wheat vs spring wheat) and growth condition (growth room vs field condition) in the two research. GO enrichment of these overlapped DEGs showed that many genes involved in flower development were enriched, suggesting that these genes may be critical for meristem transition (Supplementary Fig. S6B).

### The expression pattern of auxin and cytokinin related genes in spike development

Auxin, one of the primary plant hormones, plays essential roles in axillary meristem (AM) initiation and outgrowth by promoting cell polarity establishment and cell elongation, resulting in a distinct plant architecture, panicle type and grain number per spike^5,40,41^. Components of auxin biosynthesis, transport and signaling have been found to have conserved and distinct roles in the reproductive development of *Arabidopsis*, rice and maize^41,42^, but less progress has been made in wheat in this regard. Among the DEGs, 47 auxin-related genes were identified, including genes encoding AUXIN RESPONSE FACTORs (ARFs), auxin efflux and transport proteins, and auxin responsive proteins such as INDOLE-3-ACETIC ACID (AUX/IAA) proteins and SMALL AUXIN UPREGULATED RNA (SAUR) proteins (Supplementary Dataset S5). Hierarchical clustering of these genes showed that most of genes encoding IAA, SAUR, and ARF proteins were up-regulated from the single ridge stage (KNIII) or double ridge stage (KNIV) onwards (Fig. 4A). Meanwhile, all the genes encoding auxin-repressed proteins had a decreasing trend at the same time (Fig. 4A). We examined the expression changes of two *ARF* genes, *TRIAE_CS42_3AS_TGACv1_211448_AA0690270* and *TRIAE_CS42_5BS_TGACv1_423450_AA1377000*, and one *IAA* gene, *TRIAE_CS42_5AL_TGACv1_375369_AA1220530*, using quantitative PCR and found that the PCR results were highly consistent with the RNA-seq results, indicating that our RNA-seq data were reproducible and reliable (Fig. 4B). Because the expression of this *IAA* gene increases or decreases after auxin induction or depletion^43^, these expression patterns also indicated that auxin signaling was increasing from the single ridge stage. Surprisingly, we failed to detect expression changes in auxin biosynthesis genes, indicating that auxin transport proteins may be critical for auxin distribution during wheat spike development (Fig. 4A).

**Figure 4:**
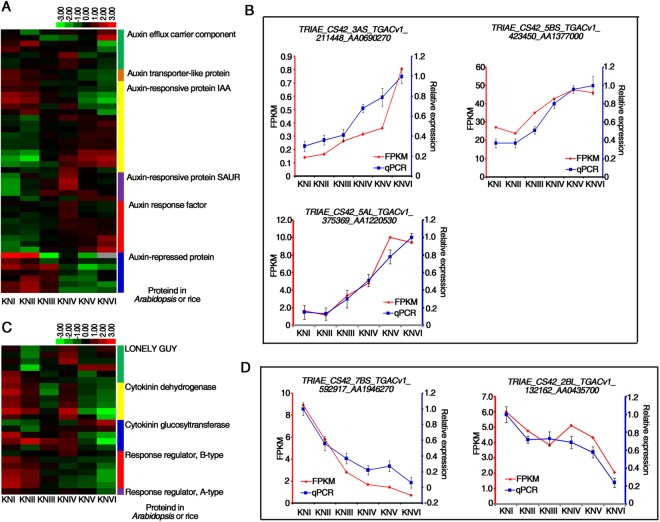
Expression patterns of DEGs in auxin and cytokinin signaling or metabolism pathways in early wheat spike development. (**A**,**C**) Heat map visualizes the expression patterns of DEGs in auxin signalling pathway (**A**) and cytokinin signaling pathway (**C**). Proteins annotated according to homologous genes in *Arabidopsis* or rice are marked by different colors. (**B**,**D**) Side-by-side plot of expression levels of two putative *ARF* genes, *TRIAE_CS42_3AS_TGACv1_211448_AA0690270* and *TRIAE_CS42_5BS_TGACv1_423450_AA1377000*, and one putative *IAA* gene, *TRIAE_CS42_5AL_TGACv1_375369_AA1220530* (**B**), one putative B-type response regulator gene, *TRIAE_CS42_7BS_TGACv1_592917_A A1946270* and one putative A-type response regulator gene, *TRIAE_CS42_2BL_TGA Cv1_132162_AA0435700* (**D**) that were derived from RNA-seq data (red) and verified by RT-qPCR (blue). FPKM: normalized expression levels extracted from RNA-seq data. qPCR: transcript levels measured by real-time RT-PCR. *TaACTIN* served as the internal control. Three biological replicates were performed. Error bars represent SD from three biological repeats. The maximum expression level was set as “1”.

Cytokinin is a key positive regulator of cell proliferation and organization establishment in the shoot apical meristem (SAM)^44,45^. Among the DEGs identified in the present study, 23 cytokinin related genes, including six homologs of the *LONELY GUY* (*LOG*)^46^ gene in rice, six putative *cytokinin oxidase/dehydrogenase* (*CKX*) genes, five putative cytokinin glucosyltransferase genes, six B-type response regulator (B-type RR) genes and one A-type RR gene, were identified (Fig. 4C and Supplementary Dataset S5). The expression change of *TRIAE_CS42_7BS_TGACv1_592917_AA1946270* gene and *TRIAE_CS42_2BL_TGACv1_132162_AA0435700* were verified by quantitative PCR (Fig. 4D). The former belongs to B-type RR genes, which are positive regulators in the cytokinin signaling pathway^47^ and the later is one of A-type RR genes, which are usually considered as cytokinin marker genes. Besides, this A-type RR gene was included in the homeologous triplet containing *TaRRA12*, whose expression can be induced by cytokinin^48^. The expression change of cytokinin metabolic genes, *CKXs*, *LOGs* and glucosyltransferase genes, had no particular tendencies, while most RR genes were down-regulated from single ridge stage or double ridge stage onwards (Fig. 4C), implying the decreasing of cytokinin signaling from those stages.

### Differentially expressed transcription factor genes in wheat spike development

Transcription factors (TFs) have crucial roles in controlling plant growth, development and phase changes by regulating gene expression^49–51^. The enrichment of the GO term “regulation of transcription, DNA-templated” among the DEGs in the present study indicates that TFs also play important roles in wheat spike development (Supplementary Fig. S5D). We identified 375 TF genes with altered expression in our set of DEGs (375 out of 4,143, 9.1%) with distinct expression patterns (Fig. 5A and Supplementary Dataset S6). We categorized the dynamic expression patterns of the various TF gene families by k-means clustering, which yielded six clusters of TF DEGs, each with a distinct gene expression profile (Supplementary Fig. S7). While cluster 1 and 3 genes were highly expressed in KNV and KNVI with an enrichment of MADS domain TFs and bHLH TFs, genes in clusters 2 and 4 were highly expressed in KNI and KNII then subsequently decreased and were enriched for AP2/ERF TFs. Cluster 5 and 6 genes were specifically expressed at the single ridge and double ridge stages during the transition from the SAM to the IM (KNIII and KNIV), with an enrichment of *WRKY*, *bZIP*, *MYB* and *NAC* TF family genes (Fig. 5B).

**Figure 5:**
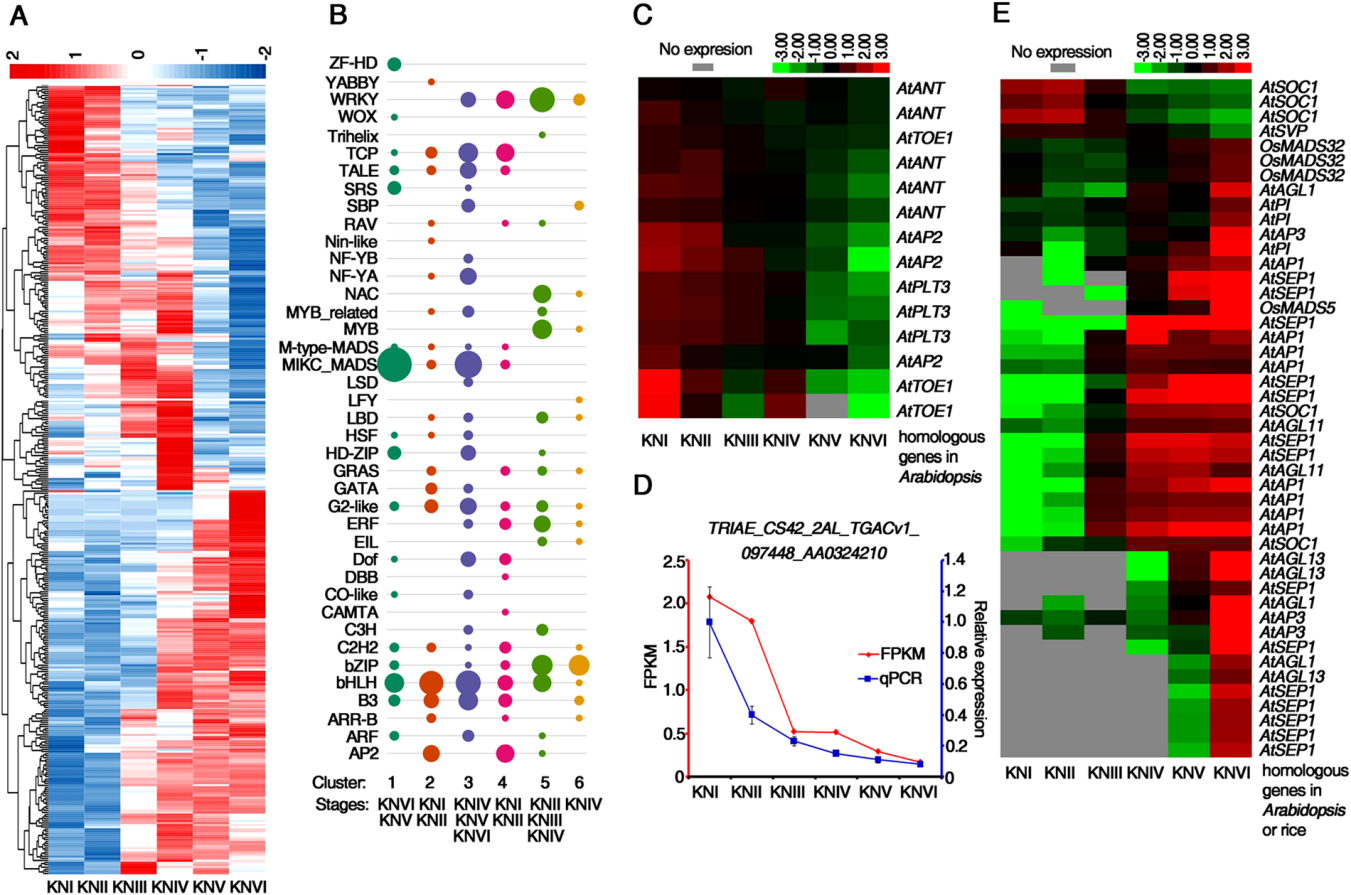
Differentially expressed transcription factor (TF) genes in wheat early spike development. (**A**) Heatmap showing the dynamic expression patterns of the TFs identified as DEGs. (**B**) Number of TF genes that were included in each of the six clusters and enriched stages. Circle size is correlated with number of TF genes. TF family names are listed on the left, and the wheat spike developmental stages at which the genes were strongly expressed are listed on the bottom. (**C**,**E**) Heat map visualizes the expression patterns of AP2 family (**C**) and MIKC-type MADS family (**E**) TFs. (**D**) RT-qPCR validation of the expression patterns at six developmental stages for *TRIAE_CS42_2AL_TGACv1_097448_AA0324210*, a homologous gene to *Arabidopsis AP2*. FPKM: normalized expression levels extracted from RNA-seq data. qPCR: transcript levels measured by real-time RT-PCR. *TaACTIN* served as the internal control. Three biological replicates were performed. Error bars represent SD from three biological repeats. The maximum expression level was set as “1”.

#### AP2 and MIKC-type MADS transcription factor families

The k-means clustering result also showed that the TFs in each cluster came from different families, and TFs belonging to the same family were usually distributed among different clusters (Fig. 5B). This is consistent with previous findings that TFs from one family may participate in different developmental processes and that a given developmental process is regulated by TFs from different families^52^. Compared with other families, TFs from the AP2 and MIKC-type MADS families were more prone to acting similar tendency of expression change (Fig. 5B). Nearly all of the AP2 family TFs had a decreasing expression trend during spike development (Fig. 5C, Supplementary Dataset S7). The expression pattern of *TRIAE_CS42_2AL_TGACv1_097448_AA0324210*, a homolog of the *Arabidopsis AP2* gene, was verified by quantitative PCR (Fig. 5D). Most of the genes homologous to these AP2 TFs in *Arabidopsis* have functions related to “meristem maintenance” or “maintenance of shoot apical meristem identity”. Thus, the higher expression of the AP2 TF genes may contribute to meristem activity maintenance during the first three stages. Most of the MIKC-type MADS TFs were grouped into clusters 1 and 3 (Fig. 6A). Among them, all of the genes homologous to *Arabidopsis AP1* belonged to cluster 3, with increasing expression from KNIII onwards. Most of the genes homologous to *Arabidopsis* floral organ identity genes, such as *AP3* or *SEPALLATA 1* (*SEP1*), had induced expression from KNV or KNVI (Fig. 6D, Supplementary Dataset S7). There were five MIKC-type MADS TFs homologous to *Arabidopsis SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1* (*SOC1*) with opposite expression pattern in DEGs (Fig. 5E, Supplementary Dataset S7). Quantitative PCR was performed to verify the distinct expression patterns of two of the *SOC1* homologous genes. (Supplementary Fig. S8).

**Figure 6:**
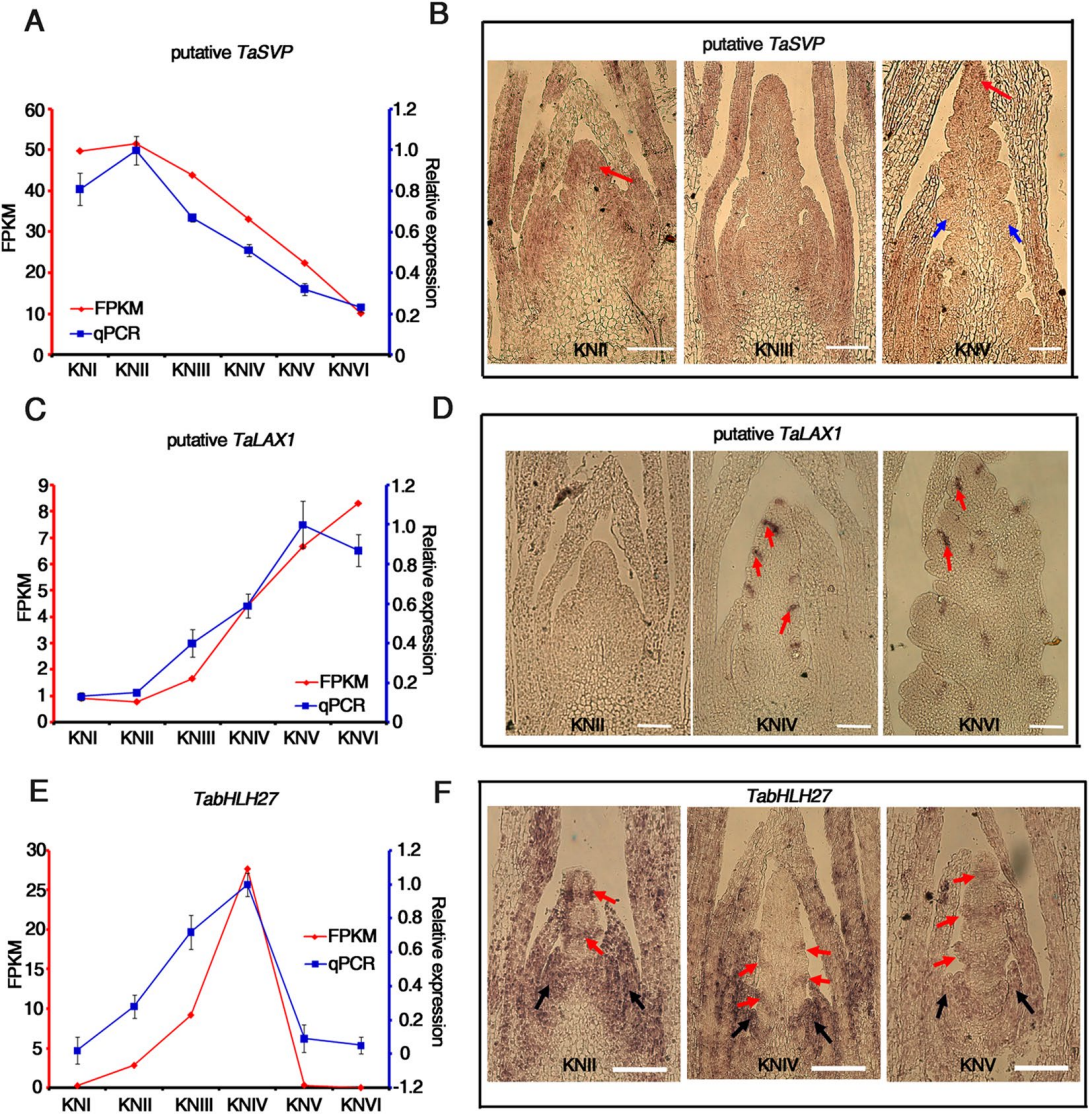
Expression pattern of putative *TaSVP*, *TaLAX1* and *TabHLH27*. (**A**,**C**,**E**) RT-qPCR validation of the expression patterns at six developmental stages for two homologous genes of putative *TaSVP* (A), *TaLAX1* (**C**) and *TabHLH27* (**E**). FPKM: normalized expression levels extracted from RNA-seq data. qPCR: transcript levels measured by real-time RT-PCR. *TaACTIN* served as the internal control. Three biological replicates were performed. Error bars represent SD from three biological repeats. The maximum expression level was set as “1”. (**B**) Expression patterns of putative *TaSVP* by *in situ* hybridization with antisense probe. Signals were detected in inflorescence meristems (red arrows) but not floral meristems (blue arrows). (**D**) Expression patterns of putative *TaLAX1* by *in situ* hybridization with antisense probe. Signals were detected at axillary meristem generating sites and indicated by red arrows. (**E**) Expression patterns of *TabHLH27* by *in situ* hybridization with antisense probe. Signals in leaf primordia were indicated by blue arrows and signals in meristem were indicated by red arrows. Bar: 100 µm in (**D,E,I,J**). Developmental stages were indicated.

#### Spatio-temporal expression pattern of *TaSVP*, *TaLAX1* and *TabHLH27*

To investigate the possible functions of TFs in early spike development, we used *in situ* hybridization to examine the expression pattern of three TFs with distinct expression change, whose homolog had clear function in *Arabidopsis* or rice^53–55^. *TRIAE_CS42_6AL_TGACv1_473223_AA1529480* was homologous to *SHORT VEGETATIVE PHASE* (*SVP*), a gene with the function in repressing flowering in *Arabidopsis*^53^. The transcript levels of the putative *TaSVP* gene continuously decreased according to RNA-Seq data and quantitative PCR (Fig. 6A), and *in situ* hybridization revealed that it was expressed throughout the SAM at the elongation stage (KNII) and concentrated at the tip of the IMs but not in the FMs at KNV (Fig. 6B and Supplementary Fig. 9A–C). These expression patterns are consistent with a role in repressing the floral transition^53^. *TRIAE_CS42_U_TGACv1_641629_AA2099820*, homologous to rice *LAX PANICLE 1* (*LAX1*), with an increasing trend, was verified by quantitative PCR and *in situ* hybridization (Fig. 6C,D and Supplementary Fig. S9D-F). During the KNIV and KNVI stages, *TaLAX1* was specifically expressed in the region where the spikelet and floret primordia were initiated, indicating that it may have the same function in axillary meristem initiation as in rice^54^. *TRIAE_CS42_2BL_TGACv1_129640_AA0391310* (*TabHLH27*), with the highest expression level during double ridge stage was homologous to *At5G57150*, which is involved in dehydration stress in *Arabidopsis*^56^. Its expression pattern was verified by quantitative PCR and *in situ* hybridization (Fig. 6E,F and Supplementary Fig. S9G-I). High but even expression signals were detected in the leaf primordia and very young leaves (Fig. 6F). Unexpectedly, distinct tissue-specific expression signals were also observed at spike meristems. At the elongation stage (KNII), *TabHLH27* was expressed as rings in the meristem although there was no obvious difference between tissues. At the double ridge stage (KNIV), it was clearly expressed at the point of spikelet meristem differentiation (Fig. 6F), indicating potential involvement in the phase transition of meristems and the regulation of meristem differentiation. To see whether the transcriptional expression of *TabHLH27* could respond to the environmental change as its homologs in *Arabidopsis* or rice, we examined its expression level in young spike under normal or adverse growing condition. The result demonstrated that the expression level of *TabHLH27* in young spikes at KNIV stage was dramatically repressed by drought or salt treatments (Supplementary Fig. S10A-B).

### The expression change of *VRN*, *Ppd-1* and *Eps-3*

Several genes regulating spike development in einkorn wheat or bread wheat have been cloned, such as *VERNALIZATION1* (*VRN1*), *VRN2*, *VRN3*, *Photoperiod-1* (*Ppd-1*) and *Eps-3*. Therefore, we analyzed our transcriptome dataset to examine the expression patterns of these genes during early spike development.

According to a recent study, *VRN-A1*, *VRN-B1* and *VRN-D1* corresponded to *Traes_5AL_13E2DEC48*, *Traes_5BL_5D2D22E67* and *Traes_5DL_9CC4EC839* in bread wheat, respectively^57^. 

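All of these VRN1 IDs are present in the deposited count lists of all 11 libraries, and the IDs place them on the long arms of chromosomes 5A, 5B and 5D. VRN-A1 had 378 to 5346 counts per library, VRN-B1 78 to 2091 and VRN-D1 178 to 4131. They are homoeologs, copies of a gene on the different subgenomes, so that reads from identical stretches could have been discarded or assigned to either copy, and the comparison between copies is uncertain to that extent.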

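The mean CPM of VRN-A1 (Traes_5AL_13E2DEC48) was 15.7 ± 3.45 (SD, n = 2) in KNI, 57.3 ± 8.41 in KNIII, 92.3 ± 34.7 in KNIV and 75.7 ± 11.2 in KNV, and its value in the KNVI library was 80.2. VRN-B1 (Traes_5BL_5D2D22E67) had 2.93 ± 0.156 CPM in KNI, 18.3 ± 4.05 in KNIII, 34.8 ± 15.4 in KNIV, 30.9 ± 5.28 in KNV and 34.4 in KNVI. VRN-D1 (Traes_5DL_9CC4EC839) had 6.53 ± 0.486 CPM in KNI, 32.6 ± 5.69 in KNIII, 66.9 ± 33.0 in KNIV, 54.8 ± 8.23 in KNV and 62.3 in KNVI. In KNII all were within 1 SD of their KNI mean. The replicates of KNIV differed the most: VRN-A1 had 67.7 CPM in replicate 1 and 117 in replicate 2, VRN-B1 23.8 and 45.7, and VRN-D1 43.6 and 90.3.

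**Figure D2:**
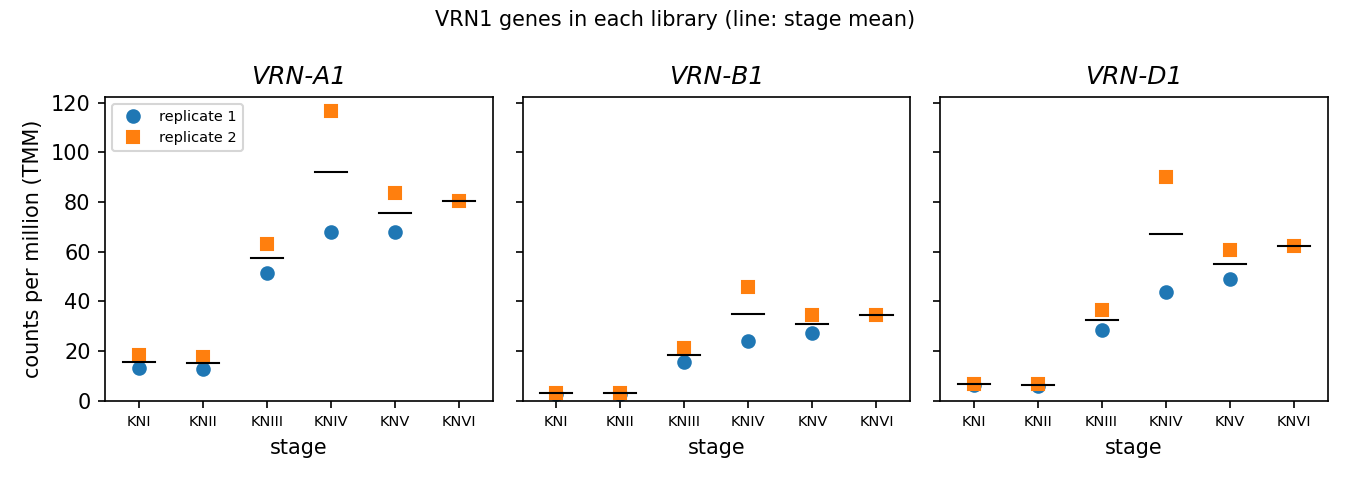
CPM of VRN-A1, VRN-B1 and VRN-D1 (vertical axis, with TMM library sizes) at each stage (horizontal axis), with replicate 1 as circles, replicate 2 as squares and the stage mean as a line. Values in KNIII to KNVI lie above those in KNI and KNII for each gene, and the replicates lie farthest apart in KNIV.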

The transcriptome analysis result showed that all the three *VRN1* genes were highly expressed from KNIV to KNVI (Fig. 7A). with the expression level of *VRN-A1* being significantly higher than that of *VRN-B1* or *VRN-D1* (Fig. 7A). For other two *VRN* genes, *VRN2* and *VRN3*, no appreciable expression was detected throughout wheat early spike development.

**Figure 7:**
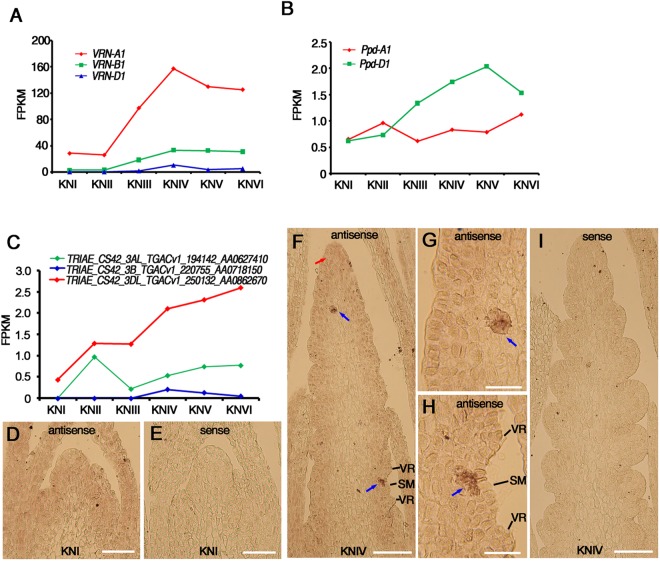
Expression patterns of *VRN1*, *Ppd-1* and *Eps-3*. (**A**) The expression change of three *VRN1* genes during wheat early spike development according to the RNA-Seq data. (**B**) The expression change of two *Ppd-1* genes during wheat early spike development according to the RNA-Seq data. (**C**) The expression change of three *Eps-3* homolog genes during wheat early spike development according to the RNA-seq data. (**D**–**I**) Expression patterns of *Eps-3* at the indicated stages using *in situ* hybridization with antisense probe (**D**,**F**–**H**) and sense probe as control (**E**,**I**). Signals are indicated by a red arrow in the apical region of young spike and blue arrows in the region just beneath the outgrowing spikelet meristems. (**G**,**H**) are magnified figures of the region indicated by the blue arrows in F. SM: spikelet meristem, VR: vegetative ridge. Bars: 100 µm in (**D**–**F**,**I**), 30 µm in (**G**,**H**).

The *Ppd-D1* gene, *TRIAE_CS42_2DS_TGACv1_179266_AA0605730*, which modulates spike architecture in bread wheat^58^, showed higher expression level from KNIII to KNVI. While *Ppd-A1* gene, *TRIAE_CS42_U_TGACv1_644248_AA2138300*, was expressed constantly (Fig. 7B). Different from *Ppd-D1* and *Ppd-A1*, *Ppd-B1* (*TRIAE_CS42_2BS_TGACv1_147969_AA0489460*) did not show appreciable expression throughout early spike development.

Three homologous genes of *Eps-3* that modulate narrow-sense earliness and spikelet number in einkorn wheat^59^ were found in the dataset, with the D copy having significant dominance in the homologous triplets (Fig. 7C). *In situ* hybridization demonstrated that *Eps-3* had a weak signal in the whole SAM and young leaves during KNI (Fig. 7D,E), a stronger signal in the apical region of IM and a distinct tissue-specific signal beneath the outgrowing SM during KNIV (Fig. 7F–I). This expression pattern suggests that *Eps-3* functions in the transition process from IM to SM.

### DEGs between the SAM and IM in wheat and rice during the floral transition

Several previous studies have used transcriptome analysis to investigate rice panicle development^30,60^. To compare the function of genes involved in the floral transition in wheat and rice, we downloaded rice SAM and IM RNA-seq data published in a previous study in which the rice SAM and IM were collected separately and DEGs were identified^60^. To compare the published dataset with our own, we analyzed the rice RNA-seq data using our workflow described above and our more stringent criteria for DEGs (FDR < 0.05 and fold change >2). We found 1,503 and 894 up- and down-regulated genes, respectively, in the rice IM compared with the SAM, comparing to the 1,616 and 1,010 genes in Liu’s research^60^ (Fig. 8A and Supplementary Dataset S8). Anatomically and morphologically, the rice SAM and IM correspond to the samples we collected in KNI and KNV, respectively. We found 943 and 599 up- and down-regulated genes, respectively, in KNV compared to KNI, which we subsequently compared with the rice DEGs (Fig. 8A). 

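In KNV compared to KNI, 154 genes were up-regulated and 87 down-regulated by edgeR's quasi-likelihood test. The fit with the replicate block gave 769 and 519 genes, and edgeR's exact test 687 and 490. Computed within each replicate number, the log2 fold changes of the 2 replicates correlated across the expressed genes with r = 0.776, and 1077 genes changed more than 2-fold in the same direction in both, of 1570 in replicate 1 and 1490 in replicate 2. The largest increase was that of Traes_7AS_9C42A4D51, with 0 counts in both KNI libraries and 499 and 955 counts in the KNV libraries, a log2 fold change of 12.34 with an adjusted p = 0.0107 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was followed by Traes_7BS_7C0E94DFE, whose log2 fold change was 11.93 (adjusted p = 0.0223, same test and adjustment in edgeR). The largest decreases were those of Traes_6BS_5275ED370, from 62 and 37 counts in KNI to 0 in both KNV libraries with a log2 fold change of -8.82 (adjusted p = 0.0355 in edgeR), and Traes_4BL_42305EC28, from 38 and 65 counts to 0 with -8.75 (adjusted p = 0.0277 in edgeR). Since a stage with 0 counts sets the size of these changes through the prior count of the fit, no standard error is given for them. The names of these genes are not paired with their IDs in the tables used here.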

Firstly, we aligned all of the DEGs from wheat with the rice database and obtained 695 best homologs in rice for these wheat DEGs (for this purpose, wheat triplets were considered as a single gene). Expression level fold change analysis showed a high correlation for the homologs from these two species (*r* = 0.26, *p* = 1.40e-12) and identified 132, 60 and 503 genes with positive correlation, negative correlation and no correlation, respectively (Fig. 8B,C; Supplementary Dataset S9). GO analysis revealed that “photosynthesis process”, “transcription regulation”, “chlorophyll biosynthetic process” and “trehalose biosynthetic process” terms were significantly enriched among the positively correlated genes, indicating that these biological processes are conserved in the spike development of these two species. Among the negatively correlated genes, “response to stress” was highly enriched (Fig. 8D). Secondly, we identified 965 wheat best homologs of rice DEGs and performed the same analysis described above. A high correlation for the expression patterns (r = 0.25, p = 8.64e-16) was still detected, and genes related to photosynthesis, transcription regulation and chlorophyll biosynthesis were over-represented among the positively correlated genes (Supplementary Fig. S11).

**Figure 8:**
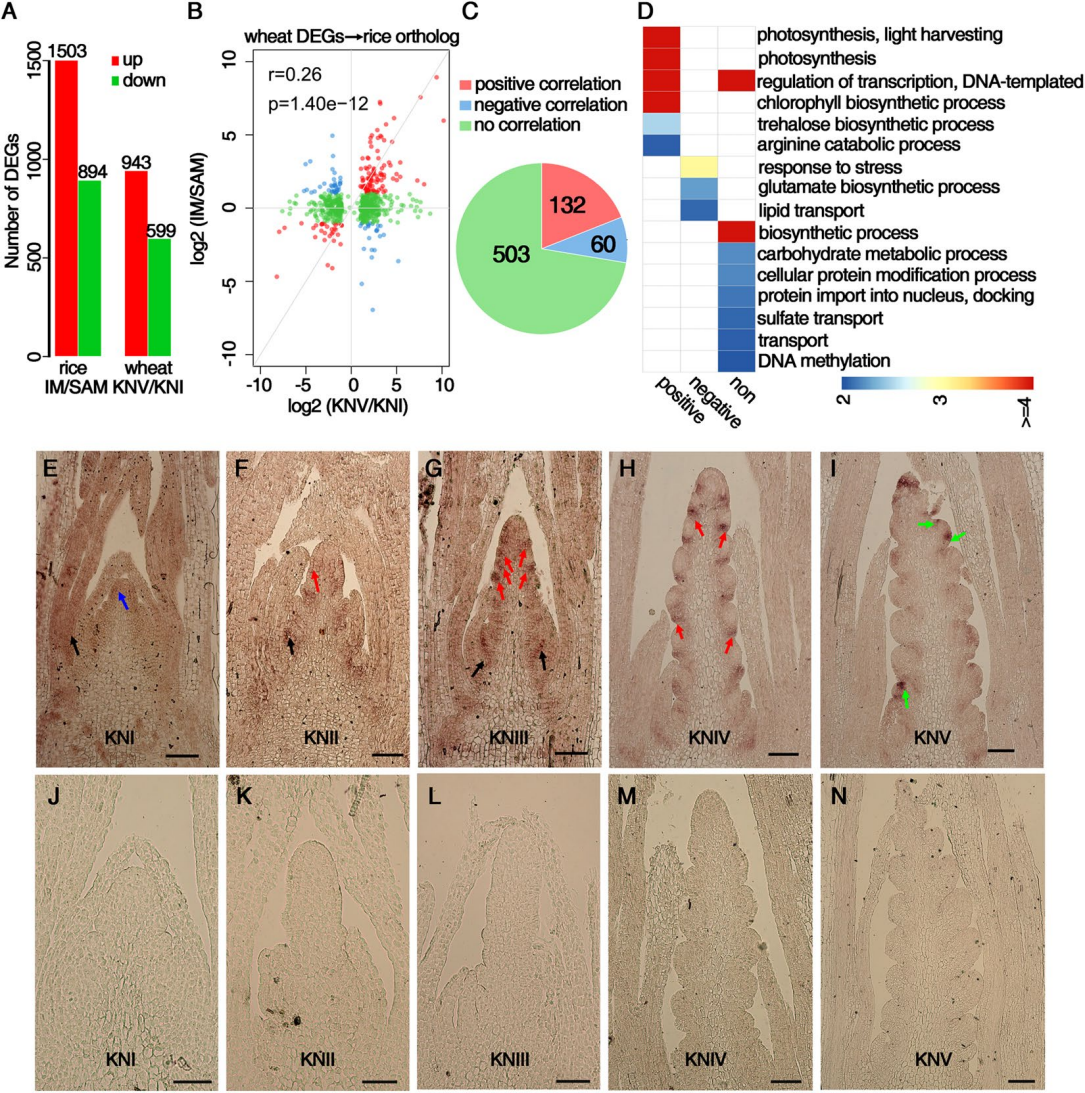
Comparison of differentially expressed genes (DEGs) between the inflorescence meristem (IM) and shoot apical meristem (SAM) during the floral transition in wheat and rice. (**A**) Number of DEGs between the IM and SAM in rice and number of DEGs between the glume primordium differentiation stage (KNV) and floret differentiation stage (KNI) in wheat spike. (**B**) Scatter plot of expression level fold change of rice and wheat homologous genes. Red, blue and green dots indicate positive, negative and no correlation, respectively. r, Pearson correlation coefficient; p, p-value. (**C**) Number of rice and wheat homologous genes with positive (red), negative (blue) or no (green) correlation in expression. (**D**) GO terms that are enriched in rice homologous genes with positive, negative or no correlation. Each square is colored according to the –log_10_(p) value, where p is the p-value for the significance of GO term enrichment. (**E**–**N**) Expression patterns of *WFL*, the *LEAFY* homolog in wheat, at the indicated stages using *in situ* hybridization with antisense probe (**E**–**I**) and sense probe as control (**J**–**N**). Signals are indicated by black arrows in leaf primordia, red arrows in bracteal primordial, blue arrows at the whole SAM and green arrows at the floral meristem. Scale bar: 100 µm.

To dissect the potentially different roles of genes in wheat and rice flowering, we used *in situ* hybridization to investigate the expression pattern of *TRIAE_CS42_2DL_TGACv1_159321_AA0536540*, the wheat homolog of *Arabidopsis LEAFY* and rice *ABERRANT PANICLE ORGANIZATION2*/*RFL* (*OsAPO2*/*RFL*). The wheat homolog has been reported as *WHEAT FLORICAULA*/*LFY* (*WFL*)^61,62^. In *Arabidopsis*, *LFY* is expressed in floral buds and encodes a plant-specific transcriptional regulator that determinates FM identity and promotes meristem determinacy^63,64^. At KNI (vegetative stage), a weak *WFL* signal was detected throughout the SAM and leaf primordial (Fig. 8E,J). From KNII to KNIV, the expression of *WFL* was specifically at the vegetative region or the region where the vegetative ridge would be initiated, but absent at the spikelet meristem (Fig. 8F–H,K–M), consistent with the expression pattern of *OsAPO2*/*RFL* in rice, except that *WFL* was not expressed at the spike apex where a terminal spikelet would be generated^61,65^. At KNV, *WFL* signal was observed at the floral meristem region in lateral spikelets, a pattern similar to *RFL* expression in rice (Fig. 8I,N)^65^.

## Discussion

The spikelet number, which can dramatically influence grain number in wheat, is determined before the formation of terminal spikelet in floret differentiation stage. A systematic study of gene expression change is helpful to uncover the molecular mechanism of wheat early spike development and provide valuable resources for the improvement of grain number.

### The phase transition in wheat early spike development is controlled by a small subset of important genes

From vegetative stage to floret differentiation stage, the young spike undergoes the transition from SAM to IM, and the initiation of spikelet meristem and floral meristem, sequentially. This process may need several months for typical winter wheat growing in the field. 

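Between consecutive stages, the number of DEGs by edgeR's quasi-likelihood test was 0 for KNII against KNI, 9 for KNIII against KNII, 0 for KNIV against KNIII and 0 for KNV against KNIV. At an unadjusted p under 0.05 the numbers were 1536, 1675, 2354 and 3039 genes, respectively. The fit with the replicate block called 2, 76, 6 and 22 genes, DESeq2's Wald test 34, 95, 30 and 318 and edgeR's exact test 38, 113, 26 and 283. When 1 of the KNIV libraries was also left out of the block fit, a choice made after seeing the data, it called 683 or 684 genes for KNII against KNI and 804 or 817 for KNIII against KNII, so these numbers depend on whether both KNIV libraries enter the estimate of the spread. Changes of more than 2-fold in the same direction within both replicate numbers were seen for 151 genes in KNII against KNI and for 245 in KNIII against KNII. For KNIV against KNIII, 297 genes changed more than 2-fold in replicate 1 and 3468 in replicate 2, with 64 shared, and for KNV against KNIV the numbers were 223 and 3625, with 142 shared.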

Despite the distinct anatomical and morphological characteristics among different stage of early spikes, the correlation coefficient was extremely high, and only decades or hundreds DEGs were found between any two given stages when it grown in greenhouse after vernalization according to our study (Fig. 2C and Supplementary Fig. S5A). This characteristic was also found by Feng, in which more than10,000 DEGs were identified between the meristematic tissues and the young florets, but only 753 DEGs were found between double ridge stage (KNIV) and floret meristems (KNVI)^39^. As expected, correlation coefficients were higher for closer developmental stage pairs^66^. These findings suggest that the expression profiles of most genes remain fairly stable during wheat early spike development, except for a small set of genes involved in the initiation and transition of different stages.

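Across the expressed genes of all subgenomes together, the mean r between stage means was 0.985 for stages 1 step apart, 0.979 at 2 steps, 0.982 at 3, 0.976 at 4 and 0.973 at 5, so that it did not fall at every step. On log2(CPM + 1) the averages were 0.986, 0.979, 0.977, 0.975 and 0.972 and fell at every step. Without KNIV replicate 2, the averages of CPM were 0.989, 0.982, 0.978, 0.976 and 0.973 and fell at every step. In the replicate 1 libraries alone r was 0.987, 0.982, 0.980 and 0.980 for 1 to 4 steps, and in the replicate 2 libraries alone 0.972, 0.961, 0.977, 0.979 and 0.969 for 1 to 5 steps. From the correlations and the number of DEGs between stages, the paper proposes that most genes keep a fairly stable expression during early spike development, apart from a small set involved in the initiation and transition of stages.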

### The expression dynamics of spike development regulatory genes (*VRN*, *Ppd-1* and *Eps-3*)

For wheat development, the timing of heading is usually controlled by vernalization requirement, photoperiod sensitivity and narrow-sense earliness (earliness per se)^67^. Besides modulating flowering time, most of genes related to these processes have pleiotropic effects, including regulating spike development^67,68^. Significant expression of several such genes were observed in our transcriptome dataset. For instance, as described earlier, the *VRN1* genes, which function in vernalization requirement, were highly expressed from KNIV to KNVI (Fig. 7A), consistent with a previous report that *VRN1* was expressed more highly in young spike compared with shoot apical apex after full vernalization^69^. Moreover, *VRN-A1* had higher transcription level than *VRN-B1* and *VRN-D1* (Fig. 7A), which agrees with the finding in a previous study and the stronger effect of *VRN-A1* in reducing the vernalization requirement among the triplet^70,71^. 

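For VRN-A1 the log2 fold change against KNI was 2.55 in KNIV (standard error 0.309, adjusted p = 0.0332) and 2.27 in KNV (standard error 0.306, adjusted p = 0.0268), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For VRN-B1 it was 3.57 in KNIV (standard error 0.342, adjusted p = 0.0132 in edgeR) and 3.40 in KNV (standard error 0.339, adjusted p = 0.0102 in edgeR). For VRN-D1 it was 3.36 in KNIV (standard error 0.341, adjusted p = 0.0188 in edgeR) and 3.07 in KNV (standard error 0.337, adjusted p = 0.0138 in edgeR). The change was already 1.86 for VRN-A1, 2.64 for VRN-B1 and 2.32 for VRN-D1 in KNIII, where the adjusted p from the same edgeR test was 0.205, 0.0729 and 0.127, respectively, and 6.71e-04, 8.03e-04 and 0.00285 with the replicate block. With the replicate block, the adjusted p from edgeR's quasi-likelihood test in KNIV was 7.13e-05 (VRN-A1), 8.41e-05 (VRN-B1) and 2.38e-04 (VRN-D1). In KNV it was 9.53e-05, 8.27e-05 and 2.05e-04, respectively, in the same edgeR test. The fits without a library of KNII, KNIII or KNV given below held no block. In the KNVI library the log2 fold change was 2.35 (VRN-A1), 3.55 (VRN-B1) and 3.25 (VRN-D1), without a test. For KNV against KNIV the log2 fold changes were -0.29, -0.18 and -0.29 (adjusted p of 0.973, 0.974 and 0.973 in the same edgeR test), but they changed sign between the fits with a library left out, from -0.72 to 0.33 for VRN-D1, so the direction is open. With each library left out in turn, the KNV change of VRN-A1 stayed between 2.06 and 2.51, but its adjusted p was above 0.05 in the edgeR fits without a library of KNII or KNIII. The adjusted p of VRN-A1 and VRN-D1 in KNIV was above 0.05 in the edgeR fits without a library of KNII, KNIII or KNV, and that of each of the 3 genes in KNIV was above 0.05 when the fit held the KNI and KNIV libraries only.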

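In each of the 11 libraries the CPM of VRN-A1 exceeded that of VRN-B1 and VRN-D1. The ratio of VRN-A1 to VRN-B1 had a median of 3.00 and ranged from 2.33 to 5.98, and the ratio of VRN-A1 to VRN-D1 had a median of 1.73 and ranged from 1.29 to 2.65. The ratio of VRN-D1 to VRN-B1 had a median of 1.85 and ranged from 1.73 to 2.28. No correction for the length of the gene models was possible in these ratios.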

On the other hand, the other two vernalization related genes, *VRN2* and *VRN3*, did not show appreciable expression during early spike development. The silencing of *VRN2* was consistent with the observation that the expression of *VRN2* could be significantly repressed by vernalization^72^. Meanwhile, *VRN3*, a homologous gene of *Arabidopsis FT* that was expressed in leaves and its protein was transported to the shoot apical meristem, was also not detected in young spike in a recent study^57^. The *Ppd-D1* gene was expressed higher during the stage when spikelets were differentiated (Fig. 7B), consistent with its function in modulating paired spikelet development in bread wheat^58^. The expression of *Eps-3* was initiated when apical meristem changed from double ridge stage to the next phase of spikelet differentiation (Fig. 7D–I). This agreed with its function in regulating narrow-sense earliness (earliness per se)^59^. Given that the materials we used for RNA-seq analysis were grown under long photoperiod after full vernalization, this expression pattern indicated that *Eps-3* can modulate the timing of heading when the vernalization requirement and photoperiod were all optimal just as in a previous report^59^. The specific expression of *Eps-3* at the apical region and the region just beneath the outgrowing SM (Fig. 7D–I) indicated its function in the transition process from IM to SM, and this also agreed with a previous report that *Eps* genes can modulate flowering time by regulating the initiation of floral primordial^68^.

### The conservation and divergence of homologous genes between wheat and other species

The architecture of inflorescence of wheat is significantly different from other species, such as *Arabidopsis* or rice. The expression pattern and function of homologous genes may be conserved or diverged among different species. Our gene expression profile demonstrated that many key regulatory genes may be conserved between wheat and *Arabidopsis* or rice. In *Arabidopsis*, *SVP*, a flowering repressing gene, and *SOC1*, a flowering promoting gene, had a decreasing and increasing expression pattern from vegetative to reproductive stage, respectively^53,73^. Consistently, the expression level of *TaSVP* and two *SOC1* homologous genes decreased and increased, respectively, in wheat early spike development (Figs 5E, 6A and Supplementary Fig. S6A), implying their similar functions in the regulation of flowering time. Additionally, genes homologous to *AP3* and *SEP1* specifically expressed during glume primordium differentiation stage or floret differentiation stage (Fig. 5E), demonstrating conserved function in the modulation of floral organ differentiation as that in other species^7^. The similar spatial expression pattern of *LAX1* in wheat and rice suggested *TaLAX1* may also functions in the regulation of axillary meristem initiation (Fig. 6D)^54^.

Besides these conserved genes, several genes with diverged expression pattern between wheat and other species were also found. For instance, the three *SOC1* homolog genes with decreasing expression during spike development may have functional divergence in the modulation of flowering time (Fig. 5E and Supplementary Fig. S6B). *AP1*, the floral organ identity gene in *Arabidopsis*, had no function in modulation vernalization requirement^74^. But in wheat, its homologs were important genes involved in vernalization requirement^69^. In rice normal panicles, the inflorescence meristem eventually aborts after several primary branches differentiate, and a vestige of the meristem rather than a terminal spikelet is observed^65,75^. Conversely, the inflorescence of wheat is determinate, with the inflorescence meristem converted into a terminal spikelet. As with *OsAPO2*/*RFL* prior to the initiation of spikelets in rice panicle branches, its homolog *WFL* was not expressed at the regions where the spikelet meristem was initiated in wheat, indicating that the two homologs have similar functions in repressing spikelet meristem differentiation (Fig. 8H). However, *OsAPO2*/*RFL* was shown to be expressed at the panicle apex^61^, whereas *WFL* was not (Fig. 8H). This difference may be associated with the divergence in inflorescence determinacy between rice and wheat.

### Possible function of auxin and cytokinin in wheat early spike development

Auxin and cytokinin are key regulators during meristem development. According to our gene expression profiles, auxin and cytokinin signaling increased or decreased throughout the wheat early spike development, respectively (Fig. 4A,C). Increased auxin signaling may promote the production of numerous AMs at the spikelet and floret differentiation stage, consistent with the function of auxin in AM initiation and outgrowth. The higher cytokinin signaling level before double ridge stage is consistent with its function in maintaining meristem activity to suppress the precocious conversion of IM to SM, and to ensure the formation of enough number of spikelets^46,76^. The interaction of cytokinin and auxin is essential for the maintenance of SAM. While cytokinin promotes the proliferation of stemness cells in the SAM, auxin induces cellular differentiation and organ outgrowth^77^. In the present analysis of wheat spike development, we also detected coordinated changes in auxin and cytokinin activity. In contrast to the higher cytokinin signaling level before the double ridge stage, which may help repress cell differentiation and ensure the meristem activity of the SAM, auxin activity was dramatically up-regulated from the double ridge stage onwards, most likely contributing to the generation of new axillary meristems (Fig. 4A,C).

### Possible function of transcription factor in wheat early spike development

Transcription factors are also key regulators of wheat early spike development. It may be involved in meristem maintainence (such as AP2 family TFs), flowering time modulation (such as *TaSVP*, *AP1* and *SOC1* homologs), regulation of meristem initiation or transition (such as *WFL*, *TaLAX1* and *Eps-3*), or regulation of floral organ development (such *AP3* and *SEP1* homologs). Besides, TFs like *TabHLH27*, which have specific expression pattern in young spike and respond to stress (Fig. 6F and Supplementary Fig. S10), may be involved in the coordinated process between stress response and spike development and is therefore a good candidate for crop improvement.

### Dual functionality of stress response genes in wheat early spike development

To survive from the abiotic stress, land plants have evolved complicated adaptation systems that include developmental, physiological and biochemical changes regulated by stress-response genes expression^78–81^. A recent study showed that genes involved in stress and defense signaling was the only enriched biological function in DEGs between two near isogenic lines with distinct spike type in barley^82^, demonstrating the potential function of stress related genes in the regulation of spike development. Indeed, numerous genes associated with stress responses and the transport of water, nutrients and ions were found with the highest expression at the double ridge stage (Supplementary Fig. S5). Unexpectedly, some genes, such as *TabHLH27*, had distinct expression patterns in leaf primordia and SAM, respectively, showing ubiquitous expression in the leaf but growing point-specific expression in SAM (Fig. 6E), which indicated the communication and interaction between the young spike and the environment. Since the gene expression profiling was carried out under constant environment in growth room, many stress-related genes expressing in the early spike suggested that spike development might necessitate the expression of stress-related genes independent of environment stressors. Despite all that, the expression level of these stress-related genes might be influenced by environment, which would finally affect the spike development just like *LATERAL ORGAN BOUNDARIES DOMAIN12-1* (*LBD12-1*) which could transduce salt signal to SAM development in rice^83^. Previous studies showed that many environmental factors, such as temperature, photoperiod, water and minerals, regulate the rate and duration of spikelet differentiation, apical spikelet formation and consequently, final grain number^84–87^. Since most of the stress response gene were highly expressed during double ridge stage when most of spikelets are differentiated (Supplementary Fig. S5)^88^, we hypothesized that these stress-response genes may coordinate the crosstalk between environmental signals and the developmental process, and then be good candidates for the improvement of grain number per spike in wheat through genetic engineering.

## Materials and Methods

### Plant materials

The winter wheat variety Kenong 9204 (KN9204) was used in this study and reported previously^23,24^. The germinated seeds were treated at 4 °C for 40 days. The seedlings were transplanted into soil and grown in the growth room at 22 °C under long day conditions (16 h light/8 h dark). The stage-specific spikes of wheat were dissected under the stereomicroscope based on the anatomic and morphological features as previously described^8^ during 10:00 AM to 12:00 PM of the day. About 200 spikes (for KNI to KNIII) or 100 spikes (for KNIV to KNVI) were pooled to make each RNA sample. Two biological replicates were collected for the RNA-seq analysis of the spikes at each of the six development stages.

To detect the expression change of *TabHLH27* gene under drought or salt treatment, plants were grown as above except that they were not irrigated from KNI to KNIV (drought stress), or irrigated with 100 mM NaCl until KNIV (salt stress).

### RNA extraction, quantitative PCR and *in situ* hybridization

Total RNA was isolated using the RNeasy plant mini kit (Qiagen) and treated with DNaseI (Roche) to eliminate contaminating DNA as previously reported^89^. For qPCR verification, three biological replicates, independent of RNA-seq samples, were collected and assayed. M-MLV Reverse Transcriptase (Promega) was used for reverse transcription. Quantitative real-time RT-PCR was performed in triplicate on the Biorad CFX-96 Real-time PCR system (Biorad) using the SYBR Green RT-PCR kit (DBI Bioscience). The primers used for qPCR were listed in Supplementary Table S1.

*in situ* hybridization was performed as previously described^89^. The primers corresponding to tested genes were added by T7 and SP6 promoter sequence for antisense and sense probe, respectively. *in vitro* transcription was conducted with either T7 or SP6 RNA polymerase to generate the antisense or sense probe using the purified PCR product as the template. The primers used for probe synthesis were listed in Supplementary Table S1.

### RNA-seq and data analysis

#### RNA-seq

RNA-seq libraries were constructed using TruSeq Stranded mRNA Library Prep Kit (Illumina) to generate Illumina sequencing libraries according to the manufacturer’s instructions. Paired-end sequencing was performed on an Illumina HiSeq2500 sequencer.

### Preprocessing, mapping and filtering of RNA-seq reads

We cleaned the paired-end reads by Trimimomatic^90^. After trimming the adapter sequence, removing low quality bases and filtering short reads, clean reads were mapped to the latest *Triticum aestivum* genome assembly (TGACv1, Ensembl Plants) by TopHat^91^ version 2.1.1 with default parameters. The aligned reads were filtered using a set of rules described previously^27^ and classified into six groups (Supplementary Fig. S2). Only uniquely aligned reads were retained for downstream analyses.

### Transcriptome assembly and discovery of unannotated transcripts

We merged the filtered alignments of the two biological replicates for each sample and performed Cufflinks^92^ version 2.2.1 to assemble the transcripts with TGACv1 gene models as a guide. After assembling transcripts for six samples, we combined them into a master transcript set and compared it to the annotated transcripts using Cuffcompare^92^ version 2.2.1. We selected the unannotated intergenic transcripts whose class code was labeled as “u” in the Cuffcompare output, and predicted the coding regions within those transcripts using TransDecoder^93^ version 3.0.0. We used Blast2GO^94^ to assigned GO terms to the unannotated transcripts. The unannotated transcripts with a complete open reading frame (ORF) were added to the annotated transcript models for further analysis.

### Identification of differentially expressed genes and clustering analysis

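The deposited files list a whole number of reads for each gene and library, from 61655 genes in KNIII replicate 1 to 65492 genes in KNIV replicate 2. The 10 genes with the most reads took 1.31% of the counts in KNV replicate 1 and at most 1.81%, in KNII replicate 2. Counts of the replicates of a stage differed by far more than sampling noise, with a chi-square per gene of 17.3 in KNIII to 66.1 in KNIV, so no library was a second copy of another from its stage.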

Number of reads that were mapped to each gene was calculated with the *htseq-count* script in HTSeq.^95^. Normalized expression value (FPKM, Fragments Per Kilobase of transcript per Million mapped reads) for each gene was calculated by Cuffdiff^92^ version 2.2.1. 

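In the re-analysis, genes entered the test when they passed edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15. TMM factors lay between 0.945 for KNIV replicate 2 and 1.03 for KNV replicate 1. The common biological coefficient of variation was 0.261 with 1 coefficient per stage and 0.137 when the replicate number was added as a block. It was 0.210 when KNIV replicate 1 or replicate 2 was left out without a block. On simulated counts with a dispersion of 0.02, 200 genes were changed 4-fold and 56468 genes were tested after the filter. Of the 200, edgeR's quasi-likelihood test recovered 198, and it called 2 unchanged genes. A second simulation used the dispersion of each gene as fitted to the deposited counts (common value 0.0680), with 57175 genes tested. There the same test recovered 144 of 200 changed genes and called 9 unchanged genes. The changed genes had an expected count above 20 in the smallest library and a median dispersion of 0.0363, below the common value. Recovery of genes with fewer counts or of changes smaller than 4-fold was not tested.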

EdgeR^29^ was used to identify genes that were differentially expressed between each pair of samples. Genes with at least two-fold change in expression and a false discovery rate (FDR) less than 0.05 were considered differentially expressed genes (DEGs). Hierarchical and K-means clustering was applied to the DEGs by pheatmap^96^.

### Expression of orthologous genes in *Oryza sativa*

BLASTP (e-value cutoff was set to 1e-5) was performed to identify orthologous genes between *Triticum aestivum* (TGACv1) and *Oryza sativa* (MSU7.0). The best hit of a query sequence was considered as the orthologous gene. The RNA-seq data of rice inflorescence meristem (IM) and shoot apical meristem (SAM)^60^ were downloaded from the Gene Expression Omnibus (GEO) database (accession number GSE68299) and mapped to the genome of *Oryza sativa* by TopHat. The calculation of read counts and FPKM for each gene and the identification of DEGs were performed in the same way as we did for wheat data.

To assess the correlation of the DEGs between wheat and rice during spike development, we compared the log_2_[fold-change between glume primordium differentiation stage (KNV) and floret differentiation stage (KNI)] of DEGs in wheat spike to the log_2_(fold-change between IM and SAM) of orthologous genes in rice. Inversely, we also compared the log_2_(fold-change between IM and SAM) of DEGs in rice to the log_2_(fold-change between KNV and KNI) of orthologous genes in wheat.

### Transcription factor families

The protein sequences of *Triticum aestivum* transcription factors (TFs) were downloaded from Plant Transcription Factor Database^97^. These TF sequences were based on wheat genome assembly version IWGSC. We used BLASTP to identify the corresponding proteins in the latest TGACv1 assembly.

### Gene Ontology analysis

Gene Ontology (GO) terms of *Triticum aestivum* genes were taken from Ensembl BioMarts^98^. The GO enrichment analysis was performed with topGO^32^. The GO terms with a p-value below 0.05 were considered significantly enriched.

## Electronic supplementary material

Supplementary Figures S1-S11

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

Dataset 9

Dataset 10

## Data Availability

All RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under accession numbers GSE83287. The sequences of genes we discussed have been deposited in GeneBank under the accession numbers: TaLAX1 (KY495616), TabHLH27 (KY495618), TaSVP (KY495619).

# Supplementary material for: A Genome-wide View of Transcriptome Dynamics During Early Spike Development in Bread Wheat
**Source:** Sci Rep. 2018 Oct 18;8:15338. doi: 10.1038/s41598-018-33718-y
**Supplement:** Supplementary file 1 — Supplementary Figures S1-S11

# **A Genome-wide View of Transcriptome Dynamics During Early Spike Development in Bread Wheat**

Yongpeng Li, Xing Fu, Meicheng Zhao, Wei Zhang, Bo Li, Diaoguo An, Junming Li,  
Aimin Zhang, Renyi Liu, Xigang Liu

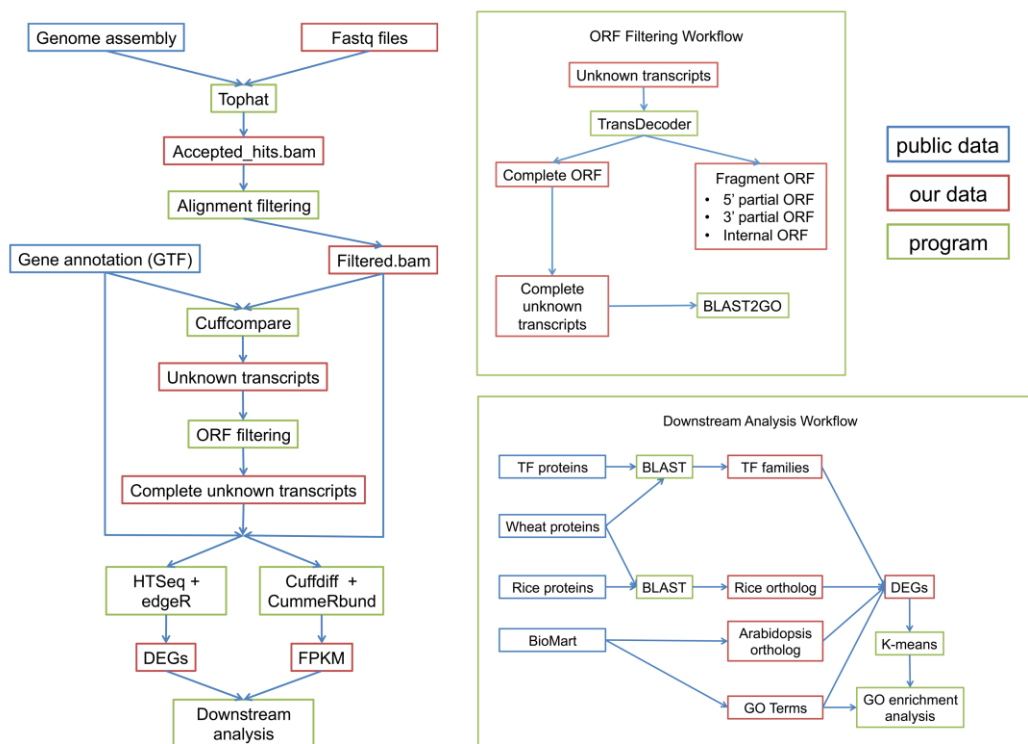

**Figure S1. Schematic illustration of the bioinformatics analysis work flow.**

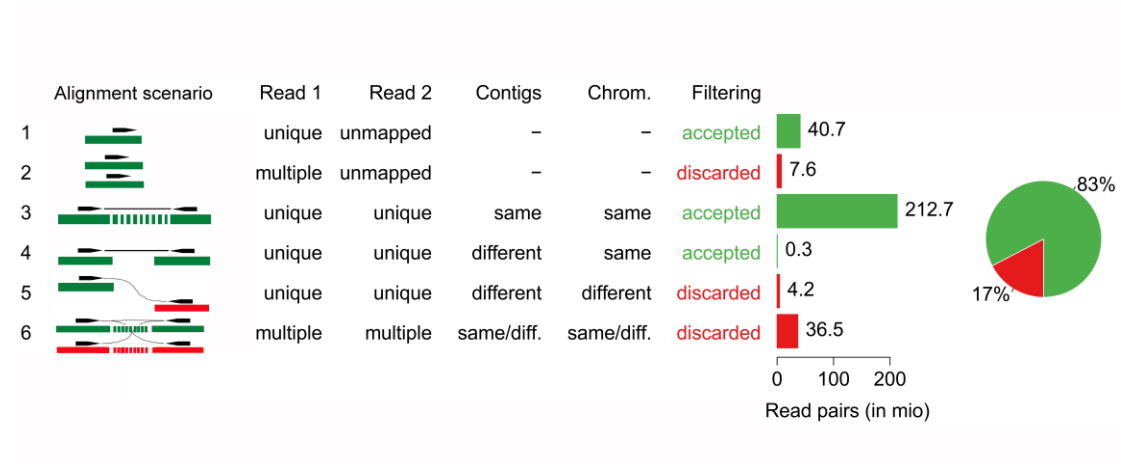

**Figure S2. Classification of RNA-seq read pair mappings to six alignment scenarios for stringent read filtering.** The aligned RNA-seq reads were categorized into six groups and filtered. The bar chart shows the number of read pairs assigned to the corresponding groups. The pie chart shows the overall proportions of paired-end reads that were accepted (green) and discarded (red). Only uniquely mapped reads or read pairs were retained for downstream analyses.

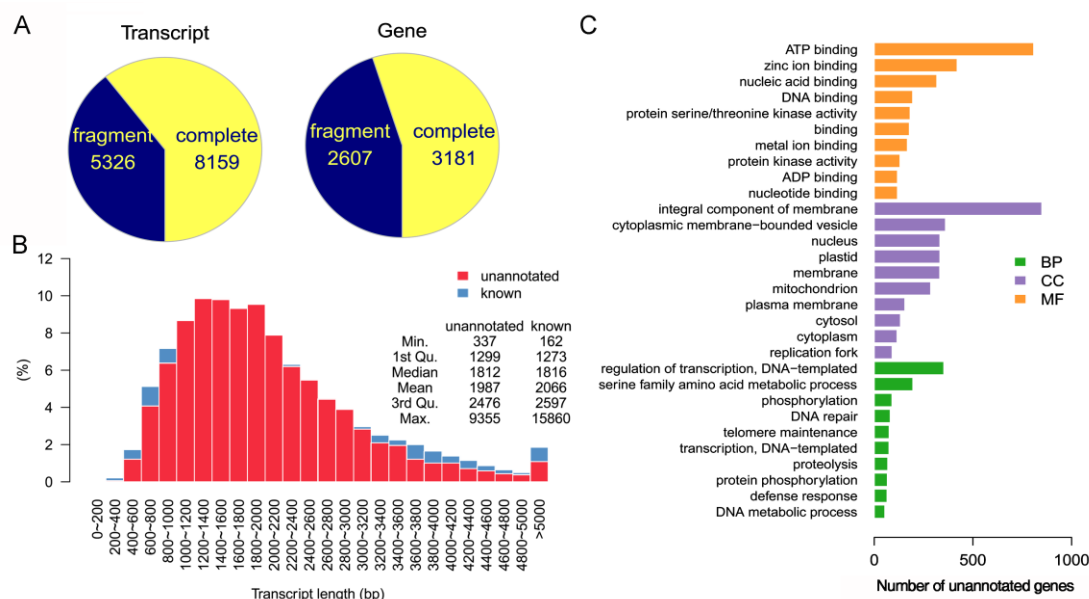

**Figure S3. Discovery of unannotated genes using RNA-seq data in six wheat spike developmental stages.** (A) Number of newly assembled transcripts and genes whose coding regions were predicted and classified as fragmented or complete by TransDecoder. (B) Length distribution of annotated transcripts in the wheat genome and newly assembled transcripts. As shown in the figure, the two transcript sets have similar length distributions. (C) GO terms assigned to the newly discovered unannotated genes by Blast2GO; the number of genes is indicated on the x-axis. The top ten GO terms in each category are shown in the bar plot. BP: biological process; CC: cellular component; MF: molecular function.

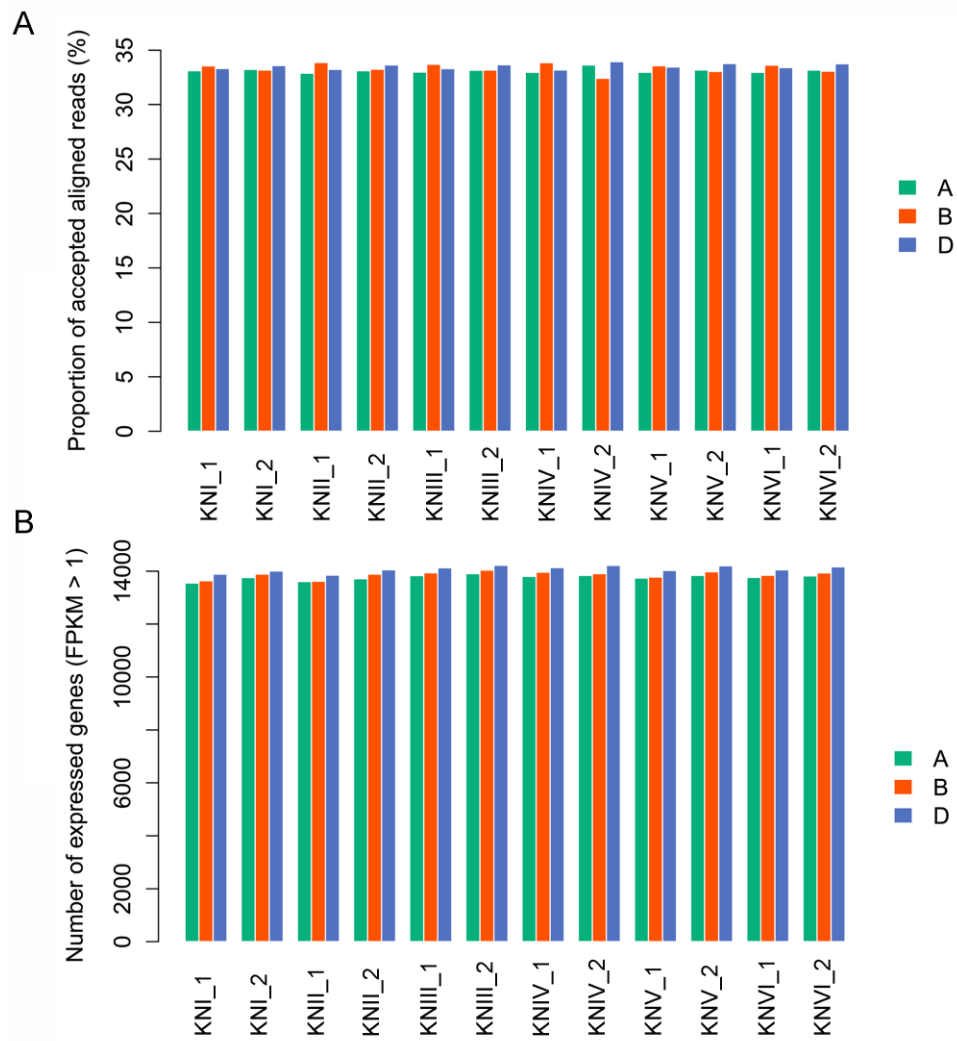

**Figure S4. Proportion of reads (A) and number of expressed genes (B) that were attributed to the three subgenomes in each RNA-seq sample.**

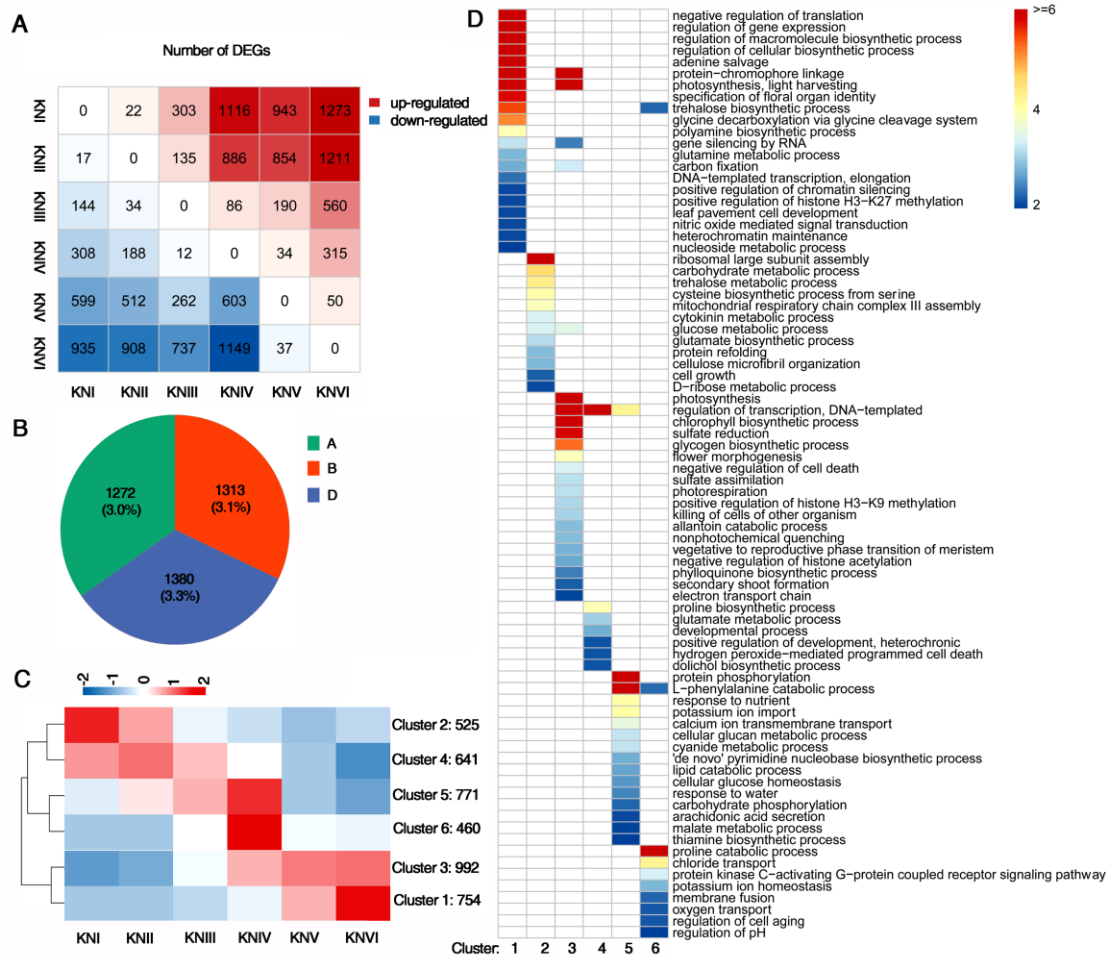

**Figure S5. The k-means clusters of differentially expressed genes (DEGs) in early wheat spike development.** (A) Number of DEGs between each pair of development stages. (B) The number and proportion of DEGs located on the A, B, and D subgenomes. (C) Heatmap showing the average gene expression trend for six clusters during the different development stages. (D) GO terms that were enriched among genes in the six clusters.

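By edgeR's quasi-likelihood test the number of DEGs was 23 for KNIII against KNI (20 up-regulated and 3 down-regulated), 84 for KNIV against KNI (62 and 22) and 257 for KNVI against KNI (184 and 73), where KNVI is a single library. It was 38 for KNIV against KNII, 162 for KNV against KNII and 2 for KNV against KNIII. With the replicate block, the numbers for KNIII, KNIV and KNVI against KNI were 264, 1038 and 1223, and those for KNIV and KNV against KNII and for KNV against KNIII were 1144, 1045 and 176. DESeq2's Wald test gave 271, 810, 883, 550, 855 and 239 genes in the same order.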

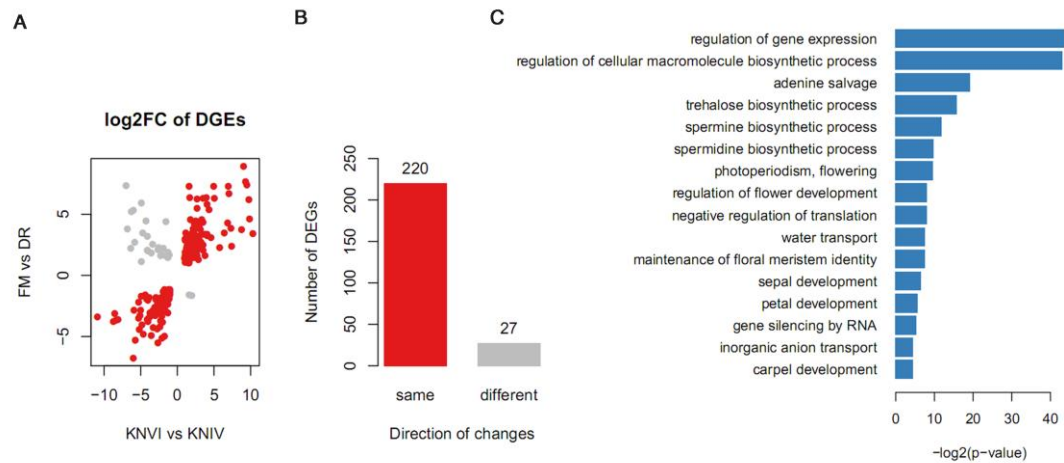

**Figure S6. Comparison of differentially expressed genes (DEGs) between double ridge stage and floret differentiation stage in our and Feng's study.** (A) Scatter plot of expression level fold change between floret differentiation stage (KNVI) and double ridge stage (KNIV) in our study (KNVI vs KNIV) and Feng's paper (FM vs DR). Red and grey dots indicate positive and negative correlation, respectively. (B) Number of DEGs having the same or different direction of changes. (C) Go terms that are enriched in the DEGs with the same direction of changes.

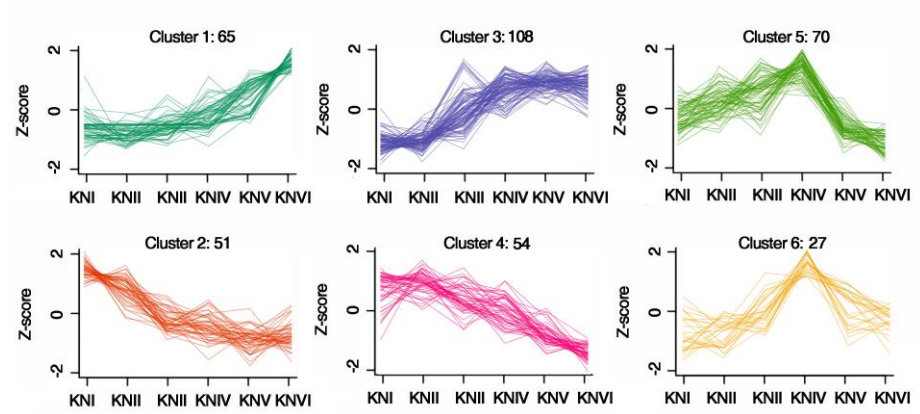

**Figure S7. Expression trend of transcription factor (TF) genes in six clusters during six developmental stages.** Thin lines represent the expression levels of individual TF genes. These six clusters correspond to the clusters in Figure 3.

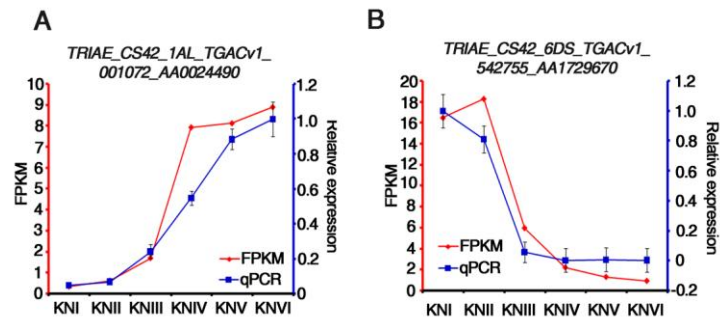

**Figure S8. RT-qPCR validation of the expression patterns at six developmental stages for two *SOCI1* homologous genes.** (A) RT-qPCR validation of the expression patterns for *TRIAE\_CS42\_1AL\_TGACv1\_001072\_AA0024490*. (B) RT-qPCR validation of the expression patterns for *TRIAE\_CS42\_6DS\_TGACv1\_542755\_AA1729670*.

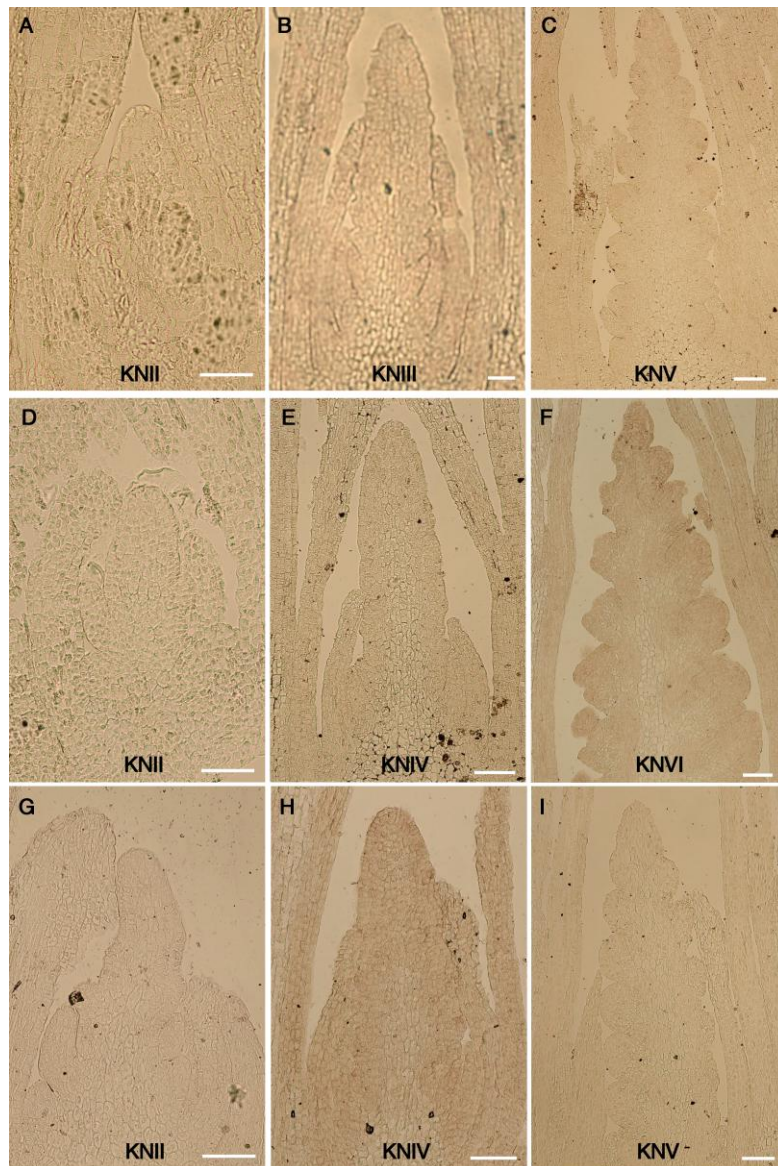

**Figure S9. *In situ* hybridization of putative *TaSVP*, *TaLAX1* , and *TabHLH27* with sense probe as control. (A-C): putative *TaSVP*, (D-F): putative *TaLAX1*, (G-I): *TabHLH27*. Development stages are indicated. Bars: 100  $\mu$ m.**

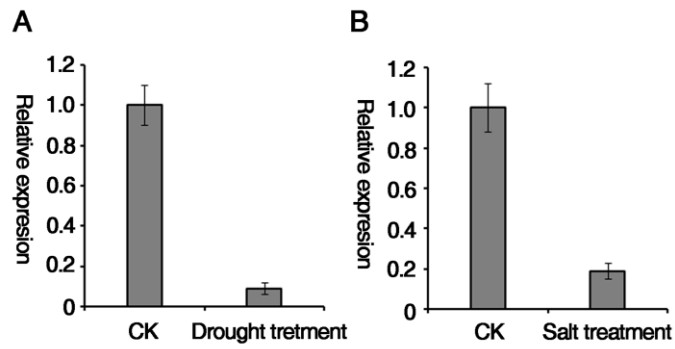

**Figure S10. Histogram showing expression change of *TabHLH27* after drought (A) or salt (B) treatment.** The expression were detected in young spike at KNIV stage. *TaACTIN* served as the internal control, and the expression level were relative to normal environment.

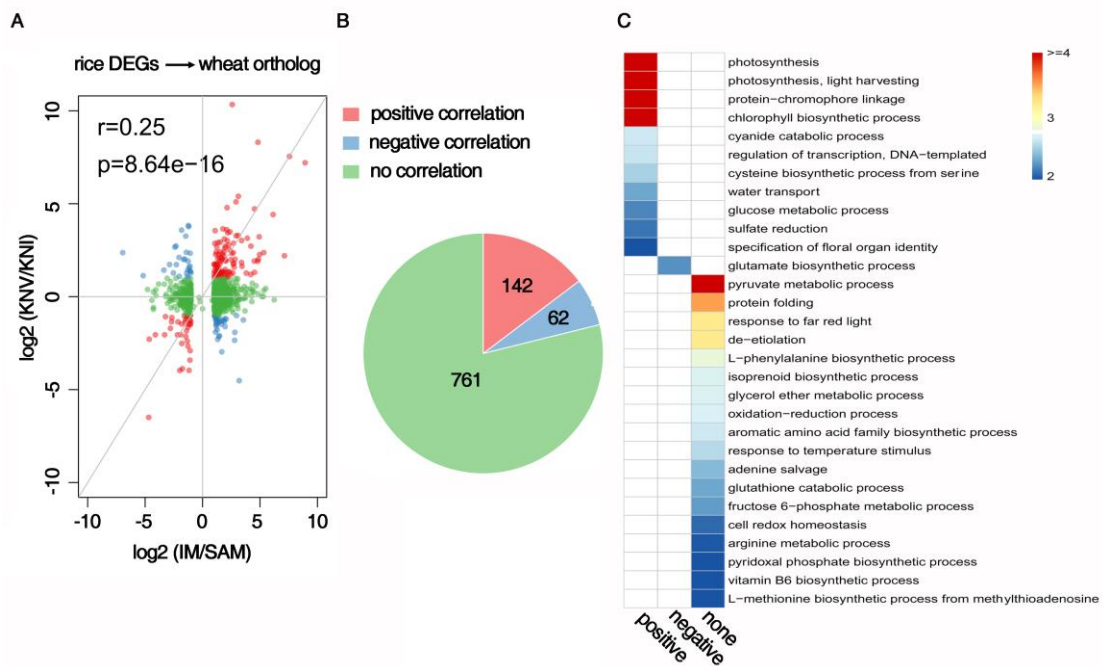

**Figure S11. Comparison of differentially expressed genes (DEGs) between the inflorescence meristem (IM) and shoot apical meristem (SAM) during wheat and rice spike development.** (A) Scatter plot of log<sub>2</sub>(fold change) of rice DEGs and wheat homologous genes. The average log<sub>2</sub>(fold change) values were calculated if multiple rice genes were the best homolog to a single wheat gene. Red, blue and green dots indicate positive, negative and no correlation, respectively.  $r$ , Pearson correlation coefficient;  $p$ ,  $p$ -value. (B) Number of rice and wheat homologous genes showing positive (red), negative (blue) or no (green) correlation in expression fold change. (C) GO terms that were enriched among wheat homologous genes with positive, negative and no correlation. Each square is colored according to the  $-\log_{10}(p)$  value, where  $p$  is the  $p$ -value for the significance of GO term enrichment.

How the deposited data were processed for this re-analysis (not part of the article)

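RNA-seq libraries of young spikes of the winter wheat cultivar Kenong9204 were analysed at 6 stages, with 2 libraries for each of KNI, KNII, KNIII, KNIV and KNV and 1 library, replicate 2, for KNVI. KNVI replicate 1 was not analysed here. The stage and replicate number of each library were taken from the sample labels, which were checked against the stage names in the paper.

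The authors deposited 1 list per library with the raw count of reads on each gene, without normalization. According to the paper's methods, the reads were trimmed with Trimmomatic, mapped with TopHat to the TGACv1 assembly, filtered to uniquely aligned reads and counted with htseq-count. The gene IDs in the deposited lists begin with Traes, and 0 of the paper's supplementary tables hold such an ID. The paper names TGACv1 genes by IDs of another form, so the lists rest on other gene models than the paper's results. Which assembly and settings stand behind the lists is not stated. Replicates were counted separately. Genes without reads were mostly left out of a list, and a gene absent from a list was given a count of 0 in that library.

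The counts were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The subgenome of a gene is the letter after the chromosome number in its ID. CPM was computed with library sizes adjusted by the TMM method of edgeR 4.0.16 in R 4.3.3. FPKM was not computed, since the files and the tables used here hold no gene lengths for these IDs, and checks of gene length or GC content are void for the same reason. A gene was taken as expressed at a mean of at least 1 CPM in at least 1 stage. Pearson's r between stages was computed across the expressed genes of a subgenome on the linear scale. The k-means clustering used scikit-learn 1.9.0 with 6 clusters and 50 starts on z-scores of the stage means.

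Differentially expressed genes (DEGs) were called with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) after filterByExpr (minimum count 10, minimum total count 15). The fit held all 11 libraries with 1 coefficient per stage. A DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. Where the fit held all stages, comparisons with KNVI rest on the spread of the other stages. In no fit do they have a replicate check within KNVI. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic, and none is given for genes with 0 counts in all libraries of a stage, where the prior count of the fit sets the size of the change. Correlations across genes carry no p-value, since genes are not independent replicates. Groups of 2 libraries give no usable permutation of the labels, so no permutation test was run.

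The alternatives were a fit with the replicate number as a block, the Wald test of DESeq2 1.42.0 with its size factors, RLE normalization in edgeR, no filter on low counts, edgeR's exact test, a fit with only the libraries of the stages compared, and each library of KNI to KNV left out in turn. Where leaving out a library left a stage with 1 library, no call was made, and the number of DEGs that kept an absolute log2 fold change above 1 in the same direction was recorded. Further alternatives, chosen after seeing the data, were the replicate block with KNIV replicate 2 or KNIV replicate 1 left out, and a restriction to genes listed in all 11 files. The replicate numbers come from the sample labels, and the paper's text does not say whether libraries with the same number were grown, prepared or sequenced together.

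The models, apart from the fits that leave out 1 library without a block, were tested on simulated counts drawn from the KNI means and the library sizes of the real libraries with a dispersion of 0.02. Of 200 genes changed by 4-fold in KNV, 197 were recovered with the genes listed in all files and 198 (99%) in each other fit. Between 0 and 3 unchanged genes were called, and 0 genes were called between KNIII and KNI, simulated without a difference. A second simulation used the dispersion of each gene as fitted to the deposited counts with 1 coefficient per stage. Recovery then ran from 110 genes with only the libraries of the compared stages to 177 with DESeq2, and was 144 with 1 coefficient per stage. Neither simulation held an effect shared by the libraries of a replicate number. In both, the changed genes were drawn from those with an expected count above 20 in the smallest library. Recovery of genes with fewer counts was not tested.

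The total counts ran from 20812108 to 48450360 per library. At these totals 3 counts correspond to 0.0625 to 0.140 CPM, the smallest expression that the depth can show, counting error only. The named genes follow a rule set before the data were examined: each gene for which the paper gives an ID, and the 2 genes with the largest increase and the 2 with the largest decrease in KNV compared to KNI, among the DEGs whose KNV libraries both lay above or both lay below the KNI libraries. Of the genes with an ID in the paper, the 3 VRN1 genes are given with the IDs of the deposited lists. The rule had foreseen finding them among the AP1 homologs of the paper's tables, and the IDs in the paper's text were used instead. The hormone, transcription factor, AP2 and MADS genes, Ppd-1, Eps-3, WFL and the rice homologs are named by the paper with IDs of another annotation. Results for them were left out, because no table used here pairs those IDs with the IDs of the deposited lists, and 0 of the deposited IDs matched the reference gene table.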

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

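The number of expressed genes and their split between the subgenomes stayed within a ratio of 1.5 under each alternative run, from 42249 to 52522 genes, and the B subgenome had the highest percent of lowly expressed genes in 11 of 11 libraries at each of the 3 thresholds. That percent itself moved with the threshold, to 31.1% (A), 34.0% (B) and 32.2% (D) below 0.5 CPM and to 44.9% (A), 47.8% (B) and 45.7% (D) below 2 CPM. The mean r between stages and the r between KNI and KNVI moved by less than 1 SD of the replicates' r (0.0246 A, 0.0258 B and 0.0210 D) under each alternative run, but the KNIV replicates make up most of that SD. Over the other 4 stages the SD was 0.00517 (A), 0.0116 (B) and 0.00417 (D). Shifts beyond it included the mean r without KNIV replicate 1 (0.967 A, 0.962 B and 0.968 D) and the r between KNI and KNVI with log2(CPM + 0.1) (0.956 A, 0.954 B and 0.955 D) or without KNI replicate 2 (0.964 A, 0.949 B and 0.959 D).

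The number of DEGs depended on the choice of the fit. With 1 coefficient per stage and no block it was 0 for KNII against KNI, 23 for KNIII against KNI, 9 for KNIII against KNII, 84 for KNIV against KNI, 38 for KNIV against KNII, 0 for KNIV against KNIII, 241 for KNV against KNI, 162 for KNV against KNII, 2 for KNV against KNIII, 0 for KNV against KNIV, 257 for KNVI against KNI and 0 for KNVI against KNIV. The union was 281 genes over the 10 stage pairs (102 A, 100 B and 79 D) and 154 up-regulated and 87 down-regulated genes in KNV compared to KNI. With the replicate number as a block (replicate block) the number was 2 for KNII against KNI, 264 for KNIII against KNI, 76 for KNIII against KNII, 1038 for KNIV against KNI, 1144 for KNIV against KNII, 6 for KNIV against KNIII, 1288 for KNV against KNI, 1045 for KNV against KNII, 176 for KNV against KNIII, 22 for KNV against KNIV, 1223 for KNVI against KNI and 426 for KNVI against KNIV, which came to 2407 genes over the 10 stage pairs (754 A, 866 B and 787 D) and 769 up-regulated and 519 down-regulated genes in KNV compared to KNI. DESeq2's Wald test gave 34 for KNII against KNI, 271 for KNIII against KNI, 95 for KNIII against KNII, 810 for KNIV against KNI, 550 for KNIV against KNII, 30 for KNIV against KNIII, 990 for KNV against KNI, 855 for KNV against KNII, 239 for KNV against KNIII, 318 for KNV against KNIV, 883 for KNVI against KNI and 420 for KNVI against KNIV, with 1803 genes over the 10 stage pairs (563 A, 642 B and 598 D) and 595 up-regulated and 395 down-regulated genes in KNV compared to KNI. edgeR's exact test gave 38 for KNII against KNI, 313 for KNIII against KNI, 113 for KNIII against KNII, 920 for KNIV against KNI, 574 for KNIV against KNII, 26 for KNIV against KNIII, 1177 for KNV against KNI, 997 for KNV against KNII, 264 for KNV against KNIII, 283 for KNV against KNIV, 1060 for KNVI against KNI and 270 for KNVI against KNIV, with 2091 genes over the 10 stage pairs (648 A, 741 B and 702 D) and 687 up-regulated and 490 down-regulated genes in KNV compared to KNI. Without a filter on low counts it was 35 for KNIII against KNI, 22 for KNIII against KNII, 216 for KNIV against KNI, 100 for KNIV against KNII, 1 for KNIV against KNIII, 455 for KNV against KNI, 297 for KNV against KNII, 22 for KNV against KNIII, 2 for KNV against KNIV, 410 for KNVI against KNI and 52 for KNVI against KNIV, with 568 genes over the 10 stage pairs (203 A, 192 B and 173 D) and 290 up-regulated and 165 down-regulated genes in KNV compared to KNI. With only the libraries of the compared stages in the fit, it was 56 for KNIII against KNI, 0 for KNIII against KNII, 1 for KNIV against KNI, 0 for KNIV against KNII, 47 for KNV against KNII, 10 for KNV against KNIII and 1035 for KNVI against KNI, and beside the counts of 0, 2322 genes (KNIII against KNII) and 1807 genes (KNIV against KNII) had an unadjusted p under 0.05. Beside the counts of 0 in the fit without a block, the genes with an unadjusted p under 0.05 numbered 1536 (KNII against KNI), 2354 (KNIV against KNIII), 3039 (KNV against KNIV) and 3252 (KNVI against KNIV). With RLE in place of TMM normalization, each of these numbers stayed within a ratio of 1.5. Among the edgeR quasi-likelihood fits that differ in the block and in the KNIV libraries, a smaller estimate of the spread went with a larger union. This did not hold between the fits that differ only in the KNIV library left out, whose spreads were nearly equal. Over the 6 stage pairs without KNIV, which all these fits cover, the order was the same. The common biological coefficient of variation was 0.261 with all libraries and no block, 0.210 without KNIV replicate 1 or replicate 2, 0.137 with the replicate block and 0.0612 or 0.0621 with the block and without KNIV replicate 2 or replicate 1.

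Across the 10 fits that each left out 1 library of KNI to KNV, the number of DEGs in the fits that kept 2 libraries in the compared stages with replicates ran from 0 to 12 for KNII against KNI, 10 to 232 for KNIII against KNI, 6 to 48 for KNIII against KNII, 20 to 23 for KNIV against KNI, 16 to 22 for KNIV against KNII, 79 to 826 for KNV against KNI, 33 to 625 for KNV against KNII, 0 to 180 for KNV against KNIII and 77 to 782 for KNVI against KNI. For the union it ran from 86 to 1096 genes (31 to 355 A, 30 to 392 B and 25 to 349 D), and for KNV against KNI from 54 to 490 up-regulated and 25 to 336 down-regulated genes. Beside the counts of 0, the fits had 1108 to 1199 genes (KNII against KNI) and 1938 to 1965 genes (KNV against KNIII) with an unadjusted p under 0.05. For KNIV against KNIII, KNV against KNIV and KNVI against KNIV the fits with a test gave 0, with 1639 to 1841, 2377 to 2560 and 2547 to 2728 genes at an unadjusted p under 0.05. Where the library left out was 1 of the 2 of a compared stage, no test was made and no new gene could enter, so these fits give only the number of DEGs that kept their direction and a change above 2-fold (83 or 84 of 84 for KNIV against KNI and 38 of 38 for KNIV against KNII). The union combines both kinds of stage pair. The highest union, 1096 genes, came without KNIV replicate 1, and the fit without KNIV replicate 2 gave 1075. A stage with 1 library adds nothing to the estimate of the spread, so these 2 numbers do not show which KNIV library is apart.

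Further alternatives were chosen after seeing the data. With the replicate block and without KNIV replicate 2, the number of DEGs was 683 for KNII against KNI, 1655 for KNIII against KNI, 804 for KNIII against KNII, 2912 for KNV against KNI, 2603 for KNV against KNII, 1258 for KNV against KNIII and 3318 for KNVI against KNI, with 4593 genes over the 6 stage pairs without KNIV (1450 A, 1589 B and 1554 D) and 1591 up-regulated and 1321 down-regulated genes in KNV compared to KNI. With the replicate block and without KNIV replicate 1, it was 684 for KNII against KNI, 1667 for KNIII against KNI, 817 for KNIII against KNII, 2936 for KNV against KNI, 2613 for KNV against KNII, 1298 for KNV against KNIII and 3328 for KNVI against KNI, with 4626 genes over the 6 stage pairs without KNIV (1462 A, 1595 B and 1569 D) and 1580 up-regulated and 1356 down-regulated genes in KNV compared to KNI. No call was made in the 4 stage pairs with KNIV, which add no gene to these 2 unions. Over the same 6 stage pairs the number was 274 in the fit without a block and 1649 with the block and all libraries. With the genes listed in all 11 files only, each count of DEGs stayed within a ratio of 1.5.

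The number of DEGs highest in KNIV was 26 of 281, and it was 734 in the list of 2407 DEGs from the fit with the replicate block and 567 in the list of 1803 from DESeq2. The number of DEGs in k-means clusters highest in KNIV was 17, fell to 0 with log2(CPM + 1) in place of CPM, and ranged from 17 without KNIV replicate 2 to 71 without KNIV replicate 1. The cause was not tested here beyond the comparison of the KNIV libraries under the other observations.

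For the log2 fold changes of the named genes in KNV against KNI, and of the VRN1 genes in KNIV against KNI, no direction reversed under any alternative run. The changes of the VRN1 genes in KNV against KNIV took both signs between the fits with a library left out, from -0.72 to 0.33 for VRN-D1. Of the values against KNI under the alternatives, 109 kept the direction and the side of the test's threshold, 31 kept the direction but had an adjusted p of 0.05 or more (edgeR's or DESeq2's test of the fit), and of those without a test, because a stage was left with 1 library, 42 moved by less and 4 by more than the replicate SD. The calls that were lost came with only the libraries of the compared stages in the fit, or without a library of KNII, KNIII or KNV.

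The counts of auxin, cytokinin, transcription factor, AP2 and MADS genes, and the correlation with rice, were not run under any setting, because no table used here joins the IDs of those lists to the IDs of the deposited counts. At these depths a gene under 0.0625 to 0.140 CPM, depending on the library, cannot be told from absence. KNVI has 1 library, so its comparisons carry no replicate check within the stage, and the other stages have 2 libraries, so no split of the labels was permuted. At the simulated dispersion of 0.02, below the common dispersion of 0.0680 fitted without a block, 198 of 200 simulated 4-fold changes were recovered without a block. With the dispersion of each gene as fitted to the deposited counts, the fit without a block recovered 144 and called 9 unchanged genes, and the fit with the replicate block recovered 137 and called 11. DESeq2's Wald test recovered 177 and called 96 unchanged genes, and edgeR's exact test recovered 175 and called 98. Between 2 stages simulated without a difference they called 74 and 65 genes, so the larger numbers of DEGs from these 2 tests hold more false calls at that dispersion. The simulation held no effect shared by a replicate number, and its changed genes all had an expected count above 20 in the smallest library.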

Differences from the paper's values

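The paper reports 4143 DEGs over the 6 stages, and the re-analysis gave 281 over the 10 stage pairs of KNI to KNV. The deposited lists use other gene models than the paper's results, and what this adds to each difference below was not tested. None of the alternatives set before the data were examined came within a ratio of 1.5 of the paper's number. With the replicate block the number was 2407, with DESeq2's Wald test 1803 and with edgeR's exact test 2091. With the replicate block and without a KNIV library, alternatives chosen after seeing the values, it was 4593 (without replicate 2) and 4626 (without replicate 1), both within that ratio, although these genes come from the 6 stage pairs without KNIV only, over which the re-analysis gave 274. By subgenome the paper's numbers are 1272 (A), 1313 (B) and 1380 (D), against 102, 100 and 79 here. No alternative set before the data were examined closed this gap for any subgenome, and the fits with the replicate block and without a KNIV library, again chosen after seeing the values, gave 1450 or 1462 (A), 1589 or 1595 (B) and 1554 or 1569 (D), within the ratio.

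For KNVI against KNIV the paper reports 1464 DEGs, and the re-analysis, with 1 KNVI library, gave 0, with 3252 genes at an unadjusted p under 0.05. None of the alternatives run closed the gap, the nearest of them being the replicate block with 426.

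In KNV compared to KNI the paper reports 943 up-regulated and 599 down-regulated genes, against 154 and 87 here. With the replicate block the numbers were 769 and 519 and with edgeR's exact test 687 and 490, within a ratio of 1.5 of the paper's. The other alternatives set before the data were examined did not close the gap, DESeq2's Wald test giving 595 and 395.

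Supplementary Fig. S5A shows the number of DEGs for each stage pair, read by eye here. For KNII against KNI it shows about 39, against 0 here (1536 genes at an unadjusted p under 0.05), and DESeq2's Wald test (34) and edgeR's exact test (38) fell within a ratio of 1.5. For KNIII against KNI Supplementary Fig. S5A shows about 450, against 23, and edgeR's exact test (313) fell within the ratio. For KNIV against KNI it shows about 1400, against 84, and the replicate block (1038) fell within the ratio. For KNIV against KNII it shows about 1100, against 38, and the replicate block (1144) fell within the ratio. For KNV against KNII it shows about 1400, against 162, and the replicate block (1045) and edgeR's exact test (997) fell within the ratio. The alternatives set before the data were examined that are not named for a stage pair did not close the gap for it.

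No alternative run closed the gap for the remaining stage pairs of Supplementary Fig. S5A, where some fell below and some above the values shown. It shows about 170 for KNIII against KNII, against 9 here, about 98 for KNIV against KNIII, against 0 (2354 genes at an unadjusted p under 0.05), and about 450 for KNV against KNIII, against 2. It shows about 640 for KNV against KNIV, against 0 (3039 genes at an unadjusted p under 0.05), and about 2200 for KNVI against KNI, against 257. The fits with the replicate block and without a KNIV library, chosen after seeing the values, overshot these, with 804 or 817 for KNIII against KNII, 1258 or 1298 for KNV against KNIII and 3318 or 3328 for KNVI against KNI. The same fits also lay above the paper by more than the ratio for KNII against KNI (683 or 684), KNIII against KNI (1655 or 1667), KNV against KNII (2603 or 2613) and the genes up-regulated (1591 or 1580) and down-regulated (1321 or 1356) in KNV compared to KNI.

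The paper assigns a pair of its k-means clusters to the double ridge stage, while here a single cluster, of 17 of the 281 DEGs, was highest in KNIV. Those 281 were called mostly between KNI and KNV, with 0 genes between KNIV and either KNIII or KNV. The list thus selects against genes high only in KNIV. With the 2407 DEGs of the fit with the replicate block, 2 clusters (501 and 202 genes) were highest in KNIV, and with the 1803 of DESeq2's Wald test 2 clusters (320 and 188 genes) were. Without KNIV replicate 2 these lists gave a single such cluster, of 190 and 153 genes. The paper states that correlation is higher for stages closer in development, while the mean r of CPM over all libraries here was 0.979 for stages 2 steps apart and 0.982 for stages 3 steps apart. It did fall at every step on log2(CPM + 1) with all libraries (0.986, 0.979, 0.977, 0.975 and 0.972), without KNIV replicate 2 and in the replicate 1 libraries on both scales, and on neither scale in the replicate 2 libraries. Fig. 7A shows VRN-B1 above VRN-D1, whereas in CPM, without a correction for length, VRN-D1 was above VRN-B1 in 11 of 11 libraries, with a median ratio of 1.85.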

Other observations

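Of the tests in this part, those on a mixture of stages, on the share of the counts in 10 genes, on chromosome arms, on background reads and on genes of the early stages were chosen only after the result they bear on was seen.

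The libraries of KNIV differed from each other more than the libraries of the other stages with 2 replicates. The correlation of log2(CPM + 1) across the expressed genes between the replicates was 0.924 in KNIV and 0.974 to 0.980 in the other 4 stages. More than 2-fold differences were found for 6753 genes in KNIV, of which 3633 were higher and 3120 lower in replicate 2, and for 1130 to 2060 genes in the other stages. KNIV replicate 1 correlated at 0.990 with KNIII replicate 1 and at 0.992 with KNV replicate 1, whereas the highest correlation of KNIV replicate 2 with any library was 0.952, with KNIII replicate 2. These values place the difference with replicate 2.

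Several technical explanations were tested. With all libraries thinned at random to the smallest total, the correlation between the KNIV libraries was 0.9225, below the 0.973 to 0.978 of the other stages, so depth does not account for it. Without the 100 genes with the highest mean, 7048 genes still differed more than 2-fold in KNIV, against 1170 to 2004 in the other stages, but the removal of so few genes acts on this number almost only through the scaling, so it decides little. The 10 genes with the most reads held 1.560% of the counts in KNIV replicate 2, inside the 1.31% to 1.81% of the other libraries, so a few genes with many counts do not set it apart. The differences between the KNIV libraries correlated with those of the other stages with a mean r of 0.5375, below the 0.730 to 0.787 among the other stages, so the difference shared by the replicate numbers covers only part of it. The best correlation of KNIV replicate 2 with a library of another stage, 0.9523, was below the lowest r between replicates of the other stages, 0.974, which speaks against a swapped label among the 6 stages. Of the genes more than 2-fold higher in KNIV replicate 2 than in replicate 1, 24.03% (873 of 3633) were also more than 2-fold above every other library, against at most 0.592% in the corresponding comparison of any other library, and a mixture of the sampled stages could not exceed its parts in this way. The share of a chromosome in the genes higher in KNIV replicate 2 was at most 1.227 times its share of the expressed genes, on 5D. By chromosome arm, for the genes higher or lower in KNIV replicate 2, the ratio was at most 1.377, on 4BS for the lower genes. A foreign segment shorter than an arm would be diluted in both tests and is not excluded for a small share of the genes. Each chromosome held 2.918% to 6.606% of the genes higher in KNIV replicate 2. This argues against a segment within 1 arm as the place of most of these genes. At equal depth, 62662 genes had at least 1 count in KNIV replicate 2, above the 60599 to 62141 of the other libraries. Background reads or genomic DNA are therefore not excluded, although the margin is small and the test is on detection alone. Length and GC content could not be checked.

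The number of genes called highest in KNIV depends in part on this library. In the list of 2407 DEGs from the fit with the replicate block, the number highest in KNIV was 3.42 times as large without KNIV replicate 1 as without KNIV replicate 2. The same ratio between leaving out one or the other replicate of the stage was 1.21 for KNI, 1.10 for KNII, 1.00 for KNIII and 1.37 for KNV. In the list of 281 DEGs the ratio was 1.57 for KNIV and 1.54 for KNV. Compared within a replicate number over KNI to KNV, which sets KNIV replicate 1 against replicate 1 libraries only, the difference was smaller. Of the longer list 550 genes were highest in KNIV in replicate 1 and 960 in replicate 2, a ratio of 1.75. Of the 281 DEGs the numbers were 34 and 42. The list from DESeq2 gave 279 and 715 genes, a ratio of 2.56, against 3.58 when leaving out one or the other KNIV library. The list from edgeR's exact test gave 348 and 747 genes, a ratio of 2.15 against 2.88. In these lists the difference between the replicate numbers thus stayed larger.

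A hypothesis for KNIV replicate 2 was that its pooled spikes held more of a tissue that is more abundant in the early stages. The test was first run with the mean of KNI to KNIII set against that of KNV and KNVI, where 57.3% of the 3633 genes higher in KNIV replicate 2 were higher in the early stages, against a median of 48.8% among 10000 random gene lists matched on mean expression. It was then redefined, after that result was seen, to use KNV alone as the late stage, because the 1 KNVI library, replicate 2, gave the late mean more replicate 2 libraries than replicate 1 libraries. In this form 65.54% of the genes were higher in KNI to KNIII than in KNV, against a median of 48.8% and a central 95% range of 47.3% to 50.3% among the random lists. Within the replicate 1 libraries the share was 60.5% and within the replicate 2 libraries 66.8%, while over all expressed genes it was 51.2% and 52.5%. For the 3120 genes lower in KNIV replicate 2, the share was 51.2%, inside the central range of 49.9% to 53.3% of their random lists. More early-stage tissue would predict a share below that range for the lower genes, which was not seen. A larger share of early-stage or adjacent tissue may thus account for a part of the higher genes, while the lower genes do not speak for it. No list of genes of a tissue was used. The 873 genes above every other library exceed any mixture of the sampled stages, and whether an adjacent tissue raised them was not tested. The tissue explanation cannot be told apart from background reads or from a difference in growth between the pools. For a small share of the genes, a short foreign segment also stays open.

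Libraries with the same replicate number deviated together. The log2 ratios of replicate 2 to replicate 1 correlated between the 4 stages other than KNIV with r of 0.730 to 0.787 across genes. After thinning to equal depth the mean r was 0.6970, against 0.751 before, so depth alone does not account for it. The replicate number also goes with the share of pairs in group 1 of Supplementary Dataset S1, 20.0% to 23.7% in replicate 1 and 12.2% to 13.0% in replicate 2. The labels give no sequencing or library batch, so a batch, a difference in growth and a difference in read processing cannot be told apart, and no biological explanation was tested.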
